# A unique insight into the MiRNA profile during genital chlamydial infection

**DOI:** 10.1186/s12864-019-5495-6

**Published:** 2019-02-18

**Authors:** Ifeyinwa Benyeogor, Tankya Simoneaux, Yuehao Wu, Stephanie Lundy, Zenas George, Khamia Ryans, Danielle McKeithen, Roshan Pais, Debra Ellerson, W. Walter Lorenz, Tolulope Omosun, Winston Thompson, Francis O. Eko, Carolyn M. Black, Uriel Blas-Machado, Joseph U. Igietseme, Qing He, Yusuf Omosun

**Keywords:** miRNAs, Differential expression, Chlamydia infection, TFI, Chlamydial pathogenesis

## Abstract

**Background:**

Genital *C. trachomatis* infection may cause pelvic inflammatory disease (PID) that can lead to tubal factor infertility (TFI). Understanding the pathogenesis of chlamydial complications including the pathophysiological processes within the female host genital tract is important in preventing adverse pathology. MicroRNAs regulate several pathophysiological processes of infectious and non-infectious etiologies. In this study, we tested the hypothesis that the miRNA profile of single and repeat genital chlamydial infections will be different and that these differences will be time dependent. Thus, we analyzed and compared differentially expressed mice genital tract miRNAs after single and repeat chlamydia infections using a *C. muridarum* mouse model. Mice were sacrificed and their genital tract tissues were collected at 1, 2, 4, and 8 weeks after a single and repeat chlamydia infections. Histopathology, and miRNA sequencing were performed.

**Results:**

Histopathology presentation showed that the oviduct and uterus of reinfected mice were more inflamed, distended and dilated compared to mice infected once. The miRNAs expression profile was different in the reproductive tissues after a reinfection, with a greater number of miRNAs expressed after reinfection. Also, the number of miRNAs expressed each week after chlamydia infection and reinfection varied, with weeks eight and one having the highest number of differentially expressed miRNAs for chlamydia infection and reinfection respectively. Ten miRNAs; mmu-miR-378b, mmu-miR-204-5p, mmu-miR-151-5p, mmu-miR-142-3p, mmu-miR-128-3p, mmu-miR-335-3p, mmu-miR-195a-3p, mmu-miR-142-5p, mmu-miR-106a-5p and mmu-miR-92a-3p were common in both primary chlamydia infection and reinfection. Pathway analysis showed that, amongst other functions, the differentially regulated miRNAs control pathways involved in cellular and tissue development, disease conditions and toxicity.

**Conclusions:**

This study provides insights into the changes in miRNA expression over time after chlamydia infection and reinfection, as well as the pathways they regulate to determine pathological outcomes. The miRNAs networks generated in our study shows that there are differences in the focus molecules involved in significant biological functions in chlamydia infection and reinfection, implying that chlamydial pathogenesis occurs differently for each type of infection and that this could be important when determining treatments regime and disease outcome. The study underscores the crucial role of host factors in chlamydia pathogenesis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5495-6) contains supplementary material, which is available to authorized users.

## Background

Chlamydia infection is one of the most common bacterial sexually transmitted infection worldwide. The complications in women include endometritis, salpingitis, ectopic pregnancy, pelvic inflammatory disease (PID) and tubal factor infertility (TFI) [1, 2]. Approximately one-third of PID attributed to *Chlamydia trachomatis* infection occurs mainly in reproductive-age women [3]. Several clinical syndromes are associated with PID caused by *Chlamydia*, which during physical examinations presents as pelvic or lower abdominal pain or uterine or adnexal tenderness [4]. Increased levels of inflammatory markers such as mucin 16, erythrocyte sedimentation rate, C-reactive protein, incidence of tubo-ovarian abscess, ectopic pregnancy, tubal infertility, Fitz-Hugh-Curtis syndrome and longer hospitalization are also associated with genital chlamydia infection in acute PID [5].

The developmental cycle of *C. trachomatis* alternates between the extracellular infectious elementary body and the intracellular, non-infectious reticulate body [6]. Columnar and transitional epithelial cells are the primary cells infected by *Chlamydia* [7]. *C. trachomatis* being an intracellular obligate parasite employs an array of host processes to support its developmental cycle [8]. This manipulation of host processes increases influx of innate cells, release of tissue damaging proteins and pro-inflammatory cytokines [8, 9]. The intense and chronic inflammatory response is maintained by reinfection or persistent infection in host cells with chlamydial infection ultimately leads to PID [2, 7, 8]. We have previously suggested that host inflammatory and antimicrobial immune responses to infection are important in determining *Chlamydia*-induced tubal pathology [10, 11]; therefore, balancing these two factors is important in controlling genital chlamydial infections and preventing the sequelae. The initiation of the pathologic process of epithelial-mesenchyme transition in host epithelial cells has been shown to be important during chlamydial infection [12, 13]. This process may progress to fibrosis and fertility-related epithelial dysfunction and provides the co-factor function for herpes virus (HPV)-related cervical epithelial carcinoma [13].

Proposed mechanisms for the inflammatory response and sequalae in Chlamydia infected host cells includes presence of chlamydia proteins and small non-coding RNAs (miRNAs) belonging to the host expressed during *Chlamydia trachomatis* infection [10, 13–18]. miRNAs are evolutionarily conserved, endogenous non-coding RNAs of approximately 22 nucleotides that play important regulatory roles in animals and plants by targeting mRNAs for degradation, cleavage, translational repression or occasional enhancement [19, 20]. miRNAs have been reported to account for approximately one-third of mammalian gene expression by regulating the expression of genes involved in cellular differentiation, maintenance of cellular integrity, development, functions and normal metabolism, reproduction, fibrosis and oncogenesis [21]. miRNAs have been shown to be differentially expressed during ocular chlamydia infection [22, 23]; in addition, we and other authors have shown an association between genital chlamydia infection and differential expression of miRNAs [10]. Furthermore, we showed a direct relationship between the integrity of Dicer, a ribonuclease III enzyme, and key micro-RNAs in the reproductive system [10]. Immune cell type-specific miRNAs appear to regulate the effective immune response to chlamydial infection [24]. The development of PID due to chlamydial infection with virulent and attenuated phenotypes can be predicted using miRNAs [17] with the *Chlamydia* virulence associated with the miRNA expression profile of the host [25]. miRNAs have also been associated with regulating mitochondrial function which is necessary for *C. trachomatis* development [26]. These studies buttress the importance of miRNAs as important factors in host cell changes and response during chlamydial infection.

Although these findings show the importance of miRNAs expression in determining the outcome of chlamydial infections, they however, do not provide a full picture of the role miRNAs may play during chlamydial infection. For instance, they do not show the effect of *Chlamydia trachomatis* on miRNA expression over an extended period. The methods used to analyze genital tract miRNAs so far have not provided a detailed enumeration of all the known miRNAs associated with chlamydial infection. To address this knowledge gap, we investigated the total miRNA expression profile using deep sequencing, in mice infected and reinfected with *C. muridarum*. *C. muridarum* mouse models results in genital tract infections that are similar to acute genital tract *C. trachomatis* infections in women. The infection in mice can cause hydrosalphinx, fibrosis and infertility, which are common in infected women [27–29]. Here, we report the expression profile of miRNAs in the female mouse genital tracts at one, two, four and 8 weeks after chlamydia infection and reinfection.

## Results

### Mice reinfected with *C. muridarum* have pronounced uterine pathology

We performed histopathological examinations of the genital tract tissues from *C. muridarum* infected and reinfected mice and compared the changes. Significant findings were mainly detected in the uterus. When compared to controls, mice infected once had a number of lesions that increased with time, meaning that more lessions were formed in mice genital tracts as the infection progressed. The pathologic findings varied from eosinophilic changes in the endometrium to lymphocytic inflammation, with associated apoptotic necrosis of endometrial epithelia (Fig. 1a-f). Reinfected mice had an increased number of tissue alterations in the uterus and oviduct, compared to control mice. The number of lesions was not associated with time (Fig. 2a-f), but included periglandular inflammation with and without the formation of new fibrous tissue (periglandular fibroplasia) (Fig. 2b and c). The character of the periglandular inflammation was predominantly lymphocytic and plasmacytic, with formation of lymphoid follicles (Fig. 2f). In addition, there was thickening of the lining of the uterus, apoptotic necrosis, and distension of the endometrium (Fig. 3b and c). The results suggested that regulated pathophysiologic processes were induced during a primary and repeat genital chlamydial infection.

**Fig. 1:**
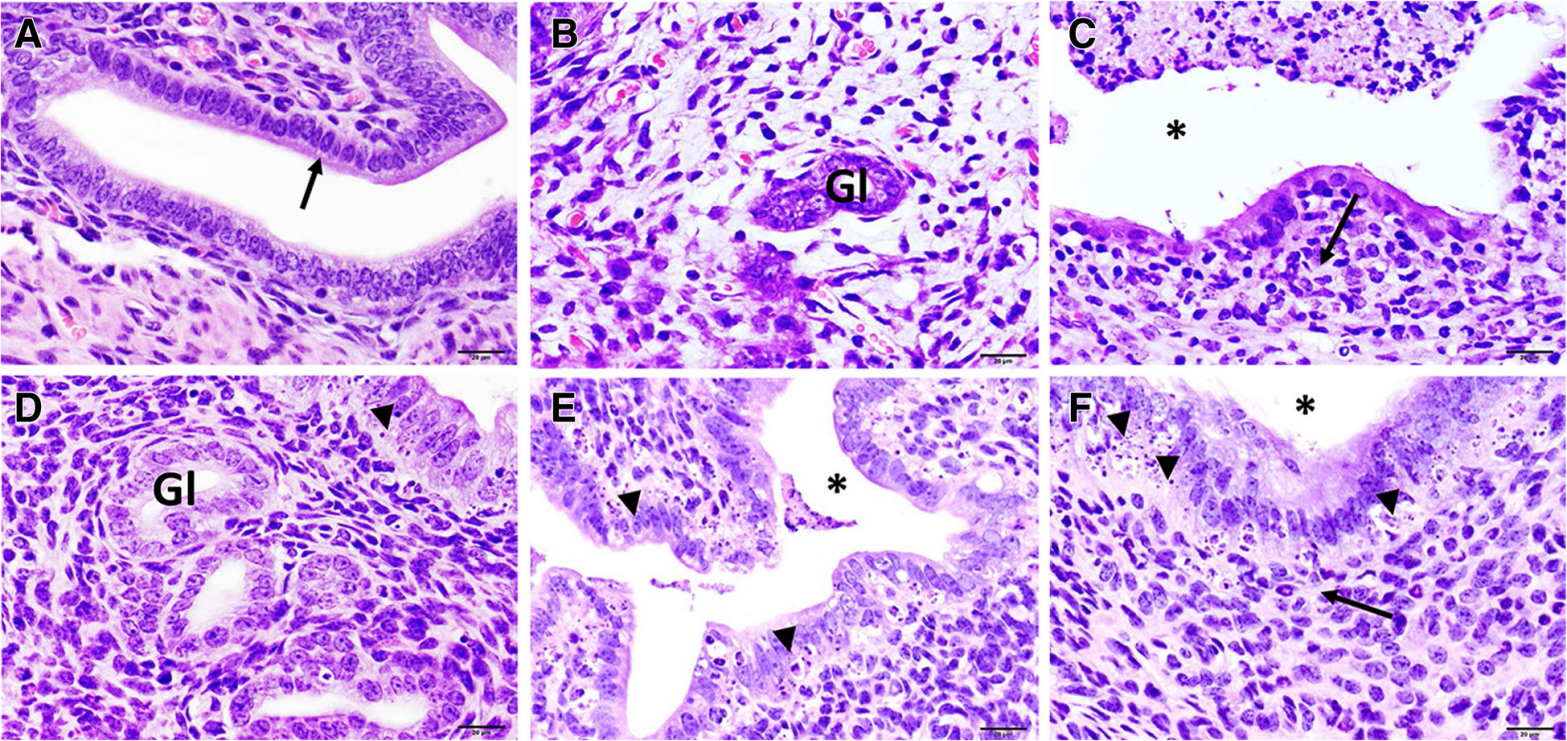
Histopathological assessment of genital tract of mice infected once with *Chlamydia.* **a**. Representative image of the endometrium from an uninfected mouse. A single layer of columnar epithelia (arrow), with basally located nuclei lining the endometrium. The underlying lamina propria has scattered spindled cells, some capillaries, and occasional leukocytes. Hematoxylin and eosin (HE) stain. Scale bar = 20 μm. **b** and **c**. Representative image of uterine endometrium with increased presence of eosinophils after the first and second weeks of infection. The lamina propria is mildly hypercellular, with loosely arranged spindled stromal cells and increased numbers of eosinophils around an endometrial gland (Gl). HE stain. Scale bar 20 μm. **d**-**f**. Representative images of inflammed uterine endometrium with necrosis after 4 weeks of infection. **d**. The uterine lumen (asterisks) is filled with necrotic cellular debris. The mucosa has widespread epithelial apoptotic necrosis (arrowheads). The lamina propria is moderately hypercellular, with increased numbers of neutrophils, eosinophils, and few lymphocytes (arrows). HE stain. Scale bar 20 μm

**Fig. 2:**
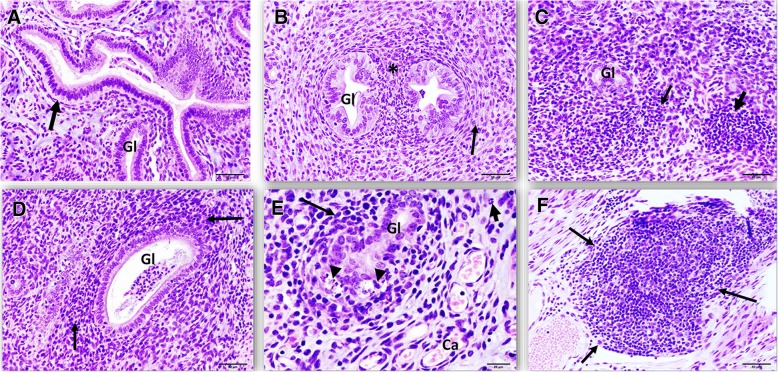
Histopathological assessment of genital tract of mice infected twice with *Chlamydia*. **a**. Representative image of the endometrium from an uninfected mouse. A single layer of columnar epithelia (arrow), with basally located nuclei lining the endometrium. The underlying lamina propria has scattered spindled cells, some capillaries, and occasional leukocytes in a pale basophilic myxomatous matrix. (Endometrial gland = Gl). HE stain. Scale bar 50 μm. **b**. Representative image of uterine endometrium with periglandular fibrosis after 1 week of reinfection. Increased numbers of neutrophils (asterisk) and spindled cells (fibroblasts, arrow) are arranged around endometrial glands (Gl). HE stain. Scale bar 50 μm. **c**. Representative image of uterine endometrium with increased lymphocyte presence after 2 weeks of reinfection. Large numbers of lymphocytes (arrows) obscure and expand the tissues around an endometrial gland (Gl). HE stain. Scale bar 50 μm. **d** and **e**. Representative image of uterine endometrium with increased lymphocyte presence after 4 weeks of reinfection with lymphocytic endometritis. Large numbers of lymphocytes, with fewer plasma cells (long arrows) and occasional neutrophils (short arrow) obscure and expand the tissues around an endometrial gland (Gl). Arrowheads point to foci of glandular apoptotic necrosis. Capillaries = Ca. HE stain. Scale bars 50 and 20 μm, respectively. **f**. Representative image of uterine endometrium with increased lymphocyte presence and lymphoid follicle formation (arrows) after 8 weeks of reinfection. An expansive lymphoid follicle obscures and expands the tissues of the deep stratum spongiosum and adjacent myometrium. HE stain. Scale bar 50 μm

**Fig. 3:**
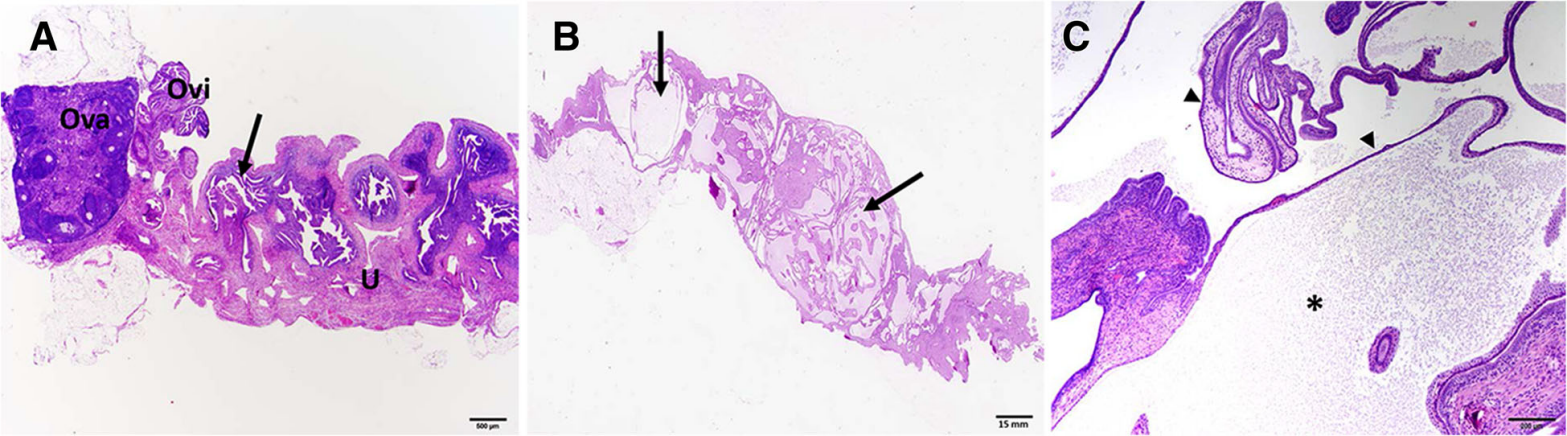
Further Histopathological assessment of genital tract of mice infected twice with *Chlamydia.* **a**. Representative, longitudinal image of an uninfected mouse uterus (U), oviduct (Ovi), and ovary (Ova). A single layer of columnar epithelia (arrow), with basally located nuclei lining the endometrium (arrow). HE stain. Scale bar 500 μm. **b** and **c**. Representative, sub-gross (**b**) and close up (**c**) images of a mouse uterus with marked cystic endometrial hyperplasia (arrows) 8 weeks after reinfection. Branched, papillary projections (arrowheads) of endometrium extend into the cystically dilated uterine lumen (asterisk). HE stain. Scale bars are 15 mm and 200 μm, respectively

### Pattern and number of differentially expressed miRNAs are different after a primary *C. muridarum* infection and reinfection and is time dependent

We investigated the role of miRNAs in regulating the pathophysiologic processes induced during a primary and repeat genital chlamydial infection. 

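The small RNA of whole genital tracts from 74 mice was sequenced, 39 labelled infected and 35 labelled control. *C. muridarum* is a chlamydial species that infects the genital tract of mice. Mice were taken 1, 2, 4 or 8 weeks after a single infection or after reinfection. After a single infection, 5 infected mice were compared with 4 control mice in weeks 1 and 8 and with 5 in weeks 2 and 4. After reinfection, 5 infected mice were compared with 5 control mice in weeks 1 and 4 and with 4 in week 2, and 4 infected mice with 3 control mice in week 8. The deposited values are normalized signals, reads scaled to a common total with a factor for each library, that the authors rounded to whole numbers. They are not read counts, and they add up to 742890 to 2126310 per mouse. Here they were put on the log2 scale after adding 1, and the infected mice of each week were compared with the control mice of that week by limma, with a false discovery rate (FDR) over the miRNAs of each comparison. The read depth of most libraries cannot be read from rounded values. The methods of the paper give a depth of raw reads, which is another measure than the reads of listed miRNAs. In 6 libraries the low values were multiples of a step above 5, the value of 1 read, and these libraries held 2641 to 107540 reads of the listed miRNAs. Of these 6, control replicates 3 and 5 and infected replicates 1 and 5 belonged to week 1 of reinfection, control replicate 3 to week 8 of single infection and infected replicate 4 to week 8 of reinfection. Each direction below is that of the mice labelled infected relative to the mice labelled control, and rests on the deposited sample labels. Of the 86 changes in Tables 2 and 3, 85 had the opposite sign under these labels. The histology of the paper (Fig. 2), not analysed here, describes many lymphocytes around the uterine glands of infected mice 2 and 4 weeks after reinfection.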

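In the genital tract after reinfection, 5 miRNAs differed between the mice labelled infected and the mice labelled control, and all 5 were higher in the mice labelled infected. miR-135b-5p and miR-342-5p rose in week 2, and miR-339-5p, miR-142-3p and miR-106a-5p rose in week 4. miR-135b-5p, whose hairpin lies in an intron of Lemd1 on chromosome 1 of GRCm38 from 132198088 to 132198184, had a signal of 49.6 ± 19.6 (SD, n = 5 mice) in infected and 12 ± 2.94 (SD, n = 4) in control mice. This is a log2 fold change of 1.91 (standard error 0.30, adjusted p = 0.0125 from limma), and each of the 5 infected mice was above the median of the control mice. miR-342-5p, whose hairpin lies in an intron of Evl on chromosome 12 from 108658620 to 108658718, had a log2 fold change of 2.45 (standard error 0.46, adjusted p = 0.0342 from limma), from low signals of 13.8 ± 10.8 (SD, n = 5) and 1.25 ± 0.50 (SD, n = 4).
After a single infection, limma called 0 miRNAs, while 84 calls over the 4 weeks had an unadjusted p under 0.05, 55 of them higher and 29 lower. Where nothing changes, a share of 0.05 of the tested miRNAs passes this threshold by chance. For weeks 1, 2, 4 and 8, a count as large came from 26, 95, 33 and 5 of 100 groupings of the mice. These include the real grouping, and chance is not excluded for the 84 calls. After reinfection, 185 calls had an unadjusted p under 0.05, of which 104 were higher and 81 lower. Reads could be recovered from the signals of few libraries. In the others, among them all of weeks 2 and 4 of reinfection, the signals were taken as reads. On these recovered reads, as they are called below, an edgeR exact test made 13 calls after single infection and 51 after reinfection (46 different miRNAs). DESeq2 made 10 and 51, and a robust quasi-likelihood test of edgeR 1 and 26. Of the reinfection calls, 37 were higher and 14 lower by the exact test and by DESeq2, and 18 and 8 by the robust quasi-likelihood test. With the replicate number as a block, limma called 6 higher and 6 lower after reinfection. The call of miR-135b-5p ended without control replicate 2, control replicate 3 or infected replicate 1, and that of miR-342-5p without any 1 of the 4 control mice or without infected replicate 1.

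**Figure D1:**
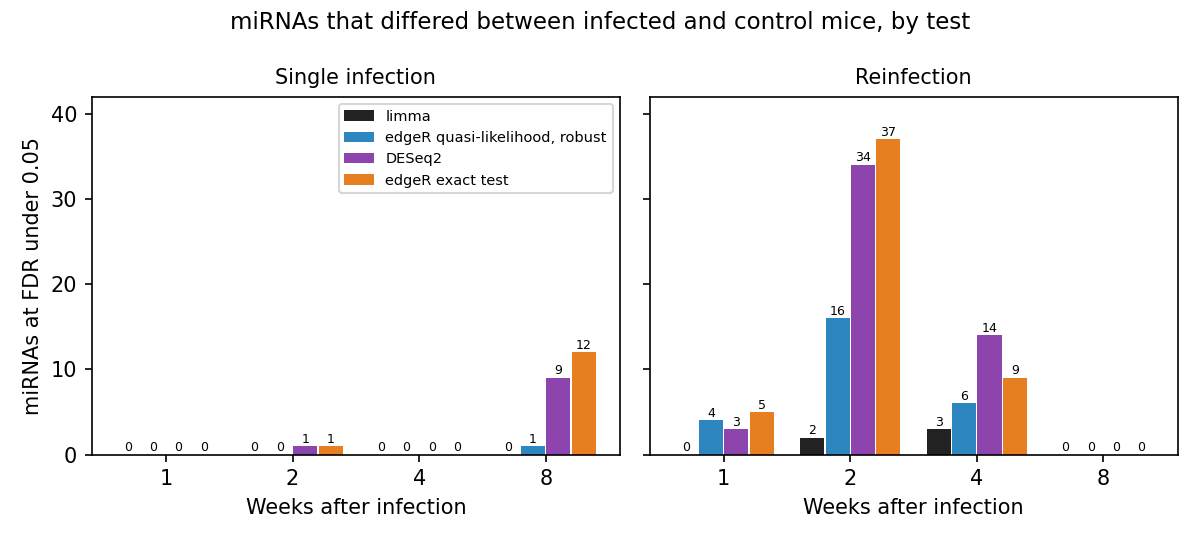
Number of miRNAs at FDR under 0.05 (vertical axis) in each week after single infection (left) and reinfection (right), with 1 bar per test. limma was run on log2 signals and the other tests on recovered reads. Where no reads could be recovered, as in weeks 2 and 4 of reinfection, the signals were taken as reads. The number over each bar is its count, with the most, 37, from the exact test in week 2 of reinfection.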

We analyzed the miRNA sequencing data and observed that there were more miRNA differentially expressed in reinfection compared to single infection, however in both cases more miRNAs were down regulated during *C. muridarum* infection than were upregulated (Fig. 4a-g; Tables 1, 2, 3). 

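The miRNAs of the genital tract did not change alike over the weeks after a single infection. Over 366 miRNAs, the log2 fold changes of week 8 ran against those of week 1, with a Spearman rho of -0.53 and a Pearson r of -0.56, while those of weeks 2 and 4 went together over 377 miRNAs, with a rho of 0.65 and an r of 0.63. After reinfection, weeks 2 and 4 had a rho of 0.27 over 368 miRNAs, and weeks 2 and 8 a rho of -0.32 over 371. Each of these 4 had a permutation p of 1e-05, the smallest the permutations can give, or 2e-05 when adjusted over 16 pairs. These correlations are across miRNAs, which are not independent replicates. When the mice were regrouped at random within each week, 3 of 100 regroupings gave a correlation as large for single infection weeks 2 and 4 and 4 of 100 for weeks 1 and 8, but 11 of 100 for reinfection weeks 2 and 4 and 10 of 100 for weeks 2 and 8.
The number of miRNAs at an unadjusted p under 0.05 was 21 in week 1, 2 in week 2, 18 in week 4 and 43 in week 8 of single infection. It was 26, 100, 50 and 9 in the same weeks of reinfection. Groupings of the same mice, the real one included, gave a count as large in 26, 95, 33 and 5 of 100 for single infection. For reinfection it was 18, 2 and 3 of 100 and 18 of 35. Power differed between weeks as well. In weeks 1, 2, 4 and 8 of reinfection, limma found 24.75%, 96.75%, 96.25% and 5% of simulated 4-fold changes, put only into miRNAs of higher mean signal. In week 2 of single infection, miR-204-5p and miR-615-3p had log2 fold changes of -1.08 (standard error 0.38) and -0.83 (standard error 0.39; -0.54 without infected replicate 5), and both had an adjusted p of 0.985 from limma.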

The number of miRNAs that were differentially expressed varied based on the time after infection when the samples were collected. After a single infection, the highest number of differentially expressed miRNAs was observed in week 8. However, after reinfection weeks 1 and 2 had the highest number of differentially expressed miRNAs (Fig. 4e and f; S. Figs. 1 and 2; Table 1). 

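In week 8 of single infection, the miRNAs with the smallest p were higher in the mice labelled infected, and miRNAs of smooth muscle and the let-7 5p miRNAs lay low in them. miR-151-5p, from an intron of Ptk2 on chromosome 15 of GRCm38 (73254815 to 73254882), had a signal of 382.8 ± 93.7 (SD, n = 5 mice) in infected and 114.75 ± 18.2 (SD, n = 4) in control mice. miR-148a-3p had a log2 fold change of 1.27 (standard error 0.32) and miR-29b-3p, of a family known to target collagen mRNAs, of 1.10 (standard error 0.29), both with an adjusted p of 0.247 from limma. All 4 measured smooth muscle miRNAs were lower, among them miR-143-3p at a log2 fold change of -0.90 (standard error 0.24). The list as a whole was lower by camera (adjusted p = 0.00993), a call lost with an estimated correlation (adjusted p = 0.235). The 10 measured let-7 5p miRNAs, known for their part in differentiation, were all lower by camera, with a median log2 fold change of -0.42 (adjusted p = 1.4e-04, and adjusted p = 0.826 with an estimated correlation).
The log2 fold change of miR-151-5p was 1.71 (standard error 0.32), and its adjusted p of 0.0605 was the smallest of the 376 miRNAs. Without infected replicate 1, its adjusted p was 0.0443. The median log2 fold change of all miRNAs in this week was 0.41 with control replicate 3, a library of low depth, and -0.03 without it. Both list calls above were made with that library. Since camera sets a list against the other miRNAs, they are relative to this raised median. limma called 0 miRNAs, with 32 higher and 11 lower at an unadjusted p under 0.05, and the exact test on recovered reads called 12, DESeq2 9 and the robust quasi-likelihood test 1.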

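In week 2 of reinfection, miRNAs of white blood cells and of the NF-kB response were higher in the mice labelled infected, and miRNAs of columnar epithelium were lower, while no list of cell type markers was higher in week 1. Of 12 measured leukocyte miRNAs, 10 were higher, 1 at the FDR of all miRNAs (miR-342-5p) and 5 when adjusted over the list alone. miR-363-3p had a log2 fold change of 2.21 (standard error 0.59) and miR-147-3p, known to be induced by Toll-like receptors in macrophages, of 2.49 (standard error 0.85). Of 15 NF-kB response miRNAs, 11 were higher, 0 at the FDR of all miRNAs and 5 when adjusted over the list alone, with miR-222-3p at 1.00 (standard error 0.23) and miR-146b-5p at 1.23 (standard error 0.33). All 12 columnar epithelium miRNAs, most of them of the miR-200 family, were lower, with a median of -0.61.
By camera, the adjusted p was 0.00649 for the leukocyte list, 0.00995 for the NF-kB response, 0.0350 for the 5 lymphocyte miRNAs, 0.00887 for columnar epithelium and 0.00948 for the 10 let-7 3p miRNAs, of which all were higher and 6 passed when adjusted over the list alone. Among them, let-7a-1-3p and let-7c-2-3p had nearly the same signals (462 and 461.6 in infected mice, 222 for both in control mice), so they are not separate evidence. With an estimated correlation, each of these 5 lists had an adjusted p of 0.521. The mean of the leukocyte miRNAs per mouse, relative to all miRNAs, was 0.34 to 0.46 in 4 of the 5 infected mice, above every control mouse (-1.52 to -0.74), but -1.57 in infected replicate 4, below every control mouse. In the same mice, miR-145a-5p of smooth muscle was at -2.11 (standard error 0.51) and miR-451a of red blood cells at -1.52 (standard error 0.36). Their lists as a whole were not called by camera. The mean was -0.58 for the 4 smooth muscle miRNAs (standard error over members 0.55) and -0.63 for the 4 erythroid miRNAs (0.30).
In week 1, miR-10b-5p had a log2 fold change of -0.88 (standard error 0.27, adjusted p = 0.549 from limma) and miR-423-5p of 3.67 (standard error 1.47, same adjusted p). The signal of miR-423-5p was 0 in control replicates 3 and 5, both of low depth, and the exact test on recovered reads gave 1.53 (adjusted p = 0.0233). The let-7 5p list was higher there by camera (adjusted p = 0.00144) and the fibroblast and fibrosis list lower (adjusted p = 0.0225), against adjusted p of 0.731 and 0.705 with an estimated correlation. The median of all miRNAs was 0.50 in week 1, where 4 of the 10 libraries held few reads. limma called 0 miRNAs in week 1, with 14 higher and 12 lower at an unadjusted p under 0.05, and 2 in week 2, with 59 and 41. In week 1, the exact test called 5, DESeq2 3 and, without the 4 libraries of low depth, an alternative chosen after the data were seen, limma 3.
Without 1 mouse, the count of week 2 went from 0 (without control replicate 2, control replicate 3 or infected replicate 1) to 1 (control replicate 1 or 4), 27 (infected replicate 5) and 35 (infected replicate 4).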

To eliminate any chance of having false positives in the miRNA analysis, we performed a false discovery rate (FDR) analysis. This analysis reduced the number of miRNAs that were significantly differentially expressed. 

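Few of the miRNAs with a low unadjusted p were left after the FDR. In week 4 of reinfection, the unadjusted p was under 0.05 for miR-223-3p, a miRNA of neutrophils (log2 fold change 0.86, standard error 0.30), and for miR-511-3p, a miRNA of macrophages (1.14, standard error 0.36), with adjusted p of 0.259 and 0.196 from limma. In week 1 of single infection, miR-133a-5p of striated muscle had a log2 fold change of 1.09 (standard error 0.33) and miR-362-5p of 1.00 (standard error 0.33), each with an adjusted p of 0.735 from limma. Before the FDR, 26 miRNAs were higher and 24 lower in week 4 of reinfection, and after it 3 higher and 0 lower were left. In week 8 of reinfection, 5 were higher and 4 lower before it and 0 were left, by limma as well as by the exact test and DESeq2.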

In all, 21 miRNAs in total were significantly expressed after a single infection, most of these miRNAs have human homologs The log fold changes ranged from − 4.83 to 2.93. 

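The 21 changes of Table 2 went both ways in the mice labelled infected, with 10 higher and 11 lower. In week 8, miR-128-3p had a signal of 473.2 ± 228 (SD, n = 5 mice) in infected and 95.25 ± 67.4 (SD, n = 4) in control mice. miR-450a-5p was at 71.8 ± 84.9 (SD, n = 5) and 326.25 ± 49.0 (SD, n = 4). miR-101c had a log2 fold change of 2.03 (standard error 0.85), or 1.27 without infected replicate 1, and miR-92b-3p of -2.86 (standard error 0.89) in the same week. In week 4, miR-449a-5p, known from ciliated epithelium, was at 1.06 (standard error 0.60), and at 0.37 without infected replicate 5.
Over the 21, the log2 fold changes ranged from -3.45 for miR-450a-5p to 3.51 for miR-128-3p. By limma, 15 of them had an unadjusted p under 0.05 and 0 passed the FDR. An edgeR exact test on recovered reads called 12 of the 21 and DESeq2 8. Without control replicate 3, a library of low depth, the log2 fold change of miR-128-3p was 1.76 and no longer the highest of the 21.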

Some miRNAs appeared more than once (mmu-miR-378b and mmu-miR-151-5p). miR-3470b was the most upregulated miRNA, while mmu-miR-378b was the most down regulated miRNA. 

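miR-3470b was lower in the mice labelled infected in week 2 of single infection, and miR-151-5p was lower in week 4 and higher in week 8. miR-3470b, whose hairpin lies on chromosome 16 of GRCm38 from 44013852 to 44013977 in an intron of Gramd1c on the opposite strand, had a low signal of 3.8 ± 2.68 (SD, n = 5 mice) in infected and 29.2 ± 34.3 (SD, n = 5) in control mice. Its log2 fold change was -2.27 (standard error 0.62, adjusted p = 0.985 from limma). The exact test on recovered reads gave -2.88 and an adjusted p of 0.0184, and DESeq2 an adjusted p of 0.0320. miR-151-5p had a log2 fold change of -1.23 (standard error 0.53, adjusted p = 0.858 from limma) in week 4, where 1 control mouse had a signal of 4528 and the other control mice 396 to 1031. Without that mouse, control replicate 5, it was -0.65.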

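miR-378b was lower in the mice labelled infected in week 1 of single infection and higher in them in week 8. Its hairpin lies on chromosome 11 of GRCm38 from 88352773 to 88352864, in an intron of Msi2 on the opposite strand. In week 1 its signal was 173.4 ± 122 (SD, n = 5 mice) in infected and 1304 ± 1841 (SD, n = 4) in control mice, and in week 8 it was 1095 ± 1822 (SD, n = 5) and 43.25 ± 14 (SD, n = 4). In week 8 each of the 5 infected mice was above the median of the control mice, and in week 1 none of the 5 was.
The log2 fold change was -1.69 (standard error 0.99, adjusted p = 0.735 from limma) in week 1 and 3.02 (standard error 1.00, adjusted p = 0.260) in week 8. The difference between both, week 8 minus week 1, was 4.72 (standard error 1.41, p = 0.0155 from an exact permutation test, two-sided, and the same when adjusted over both infection types). miR-378b was tested because the paper reports this change in the same mice, and the p does not allow for that choice. Leaving out 1 mouse moved the difference between 3.67 and 5.72, and on recovered reads it was 7.57 by DESeq2 and 7.78 by the robust quasi-likelihood test. Few mice set the means: infected replicate 1 had 4309 in week 8 and the other infected mice 89 to 817. Without it, the log2 fold change of week 8 was 2.12. In week 1, it was -0.65 without control replicate 1 and -2.69 without control replicate 4. The exact test on recovered reads gave week 8 an adjusted p of 0.00403 and week 1 one of 0.152.

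**Figure D2:**
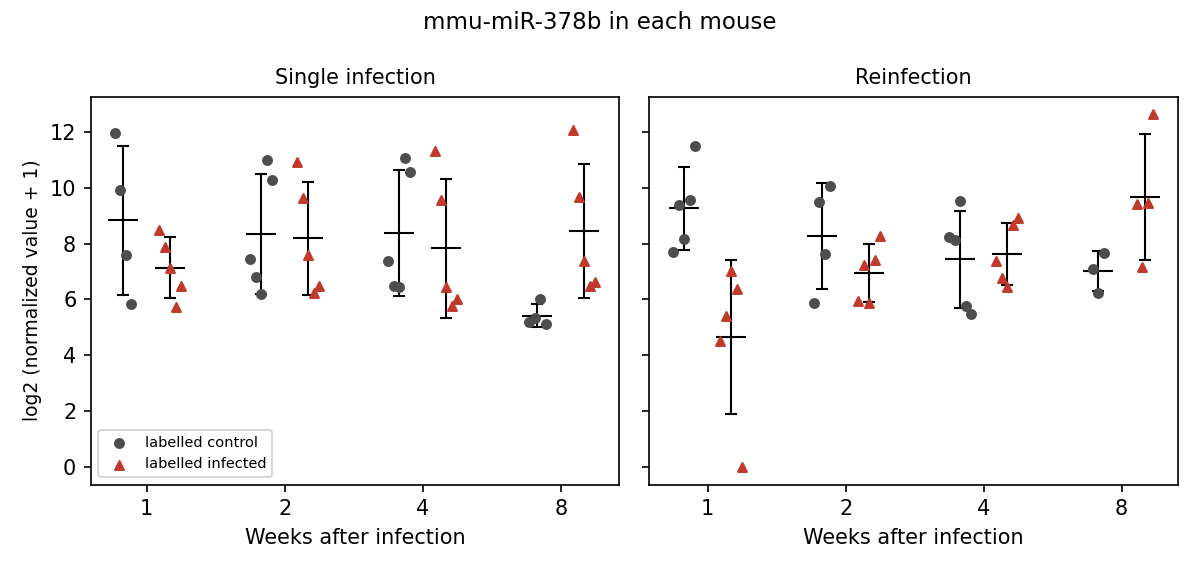
Signal of miR-378b in each mouse as log2 of the normalized value plus 1 (vertical axis), by week after single infection (left) and reinfection (right). Circles are mice labelled control, triangles mice labelled infected, and bars the mean and SD of 3 to 5 mice. The mean of the infected mice lies lower in week 1 and higher in week 8 of both panels, and single mice of both groups overlap in week 1 of single infection and week 8 of reinfection.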

Interestingly, mmu-miR-378b was upregulated in week 1 after infection and then downregulated in week 8 (Fig. 4e; Table 2). 

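Most of the reinfection changes of Table 3 were increases in the mice labelled infected. Of the 65 changes, 46 were higher and 19 lower. miR-339-5p shared the smallest adjusted p of week 4 with miR-142-3p, and had a signal of 245.8 ± 36.8 (SD, n = 5 mice) in infected and 106.6 ± 26.7 (SD, n = 5) in control mice. Its hairpin lies on chromosome 5 of GRCm38 from 139369650 to 139369745, and its log2 fold change was 1.22 (standard error 0.21, adjusted p = 0.0221 from limma). In week 2, miR-212-5p was at 1.13 (standard error 0.25), miR-31-3p at -2.59 (standard error 0.62) and miR-187-3p at -1.44 (standard error 0.33).
Of the 65 changes, 59 had an unadjusted p under 0.05 by limma, 42 of them higher and 17 lower, and 5 passed the FDR. The exact test on recovered reads called 49 of the 65 and DESeq2 44. The call of miR-339-5p ended with the replicate number as a block (adjusted p = 0.105 from limma), with scaling to library totals only (adjusted p = 0.328 from limma) and without control replicate 3, 4 or 5 or infected replicate 2 or 5. The count of week 4 was 0 without control replicate 3, 4 or 5 or infected replicate 5, 1 without control replicate 1 or infected replicate 2, and 8 without infected replicate 1.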

After FDR corrected analysis we obsevered that 66 miRNAs were significantly expressed during chlamydia reinfection, most of these miRNAs have human homologs. 

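miR-142-3p and miR-142-5p, both from 1 hairpin known for its expression in blood cells, had an unadjusted p under 0.05 in weeks 2 and 4 of reinfection, with higher values in the mice labelled infected, and miR-142-3p in week 4 passed the FDR. The hairpin lies on chromosome 11 of GRCm38 from 87756864 to 87756927 in an intron of Mir142hg. In week 4, miR-142-3p rose from 244.4 ± 40.1 (SD, n = 5 mice) in control to 1102 ± 686 (SD, n = 5) in infected mice, a log2 fold change of 1.97 (standard error 0.36, adjusted p = 0.0221 from limma), with each of the 5 infected mice above the control median. In week 2 it was at 2.10 (standard error 0.63, adjusted p = 0.0796) and miR-142-5p at 1.61 (standard error 0.46, adjusted p = 0.0667), and in week 4 miR-142-5p was at 1.27 (standard error 0.34, adjusted p = 0.104). miR-146a-5p, known as a brake on Toll-like receptor signalling, was at 1.40 (standard error 0.61, adjusted p = 0.171) in week 2 and 1.14 (standard error 0.46, adjusted p = 0.295) in week 4.
miR-20b-5p and miR-106a-5p come from neighbouring hairpins on chromosome X, at 52742113 to 52742192 and 52742503 to 52742567. miR-20b-5p was at 1.28 (standard error 0.55; 0.85 without infected replicate 5) in week 2 and 1.27 (standard error 0.31) in week 4. miR-106a-5p rose in week 4, from 9.4 ± 3.85 (SD, n = 5) to 32 ± 11.5 (SD, n = 5), with a log2 fold change of 1.69 (standard error 0.33, adjusted p = 0.0228 from limma). In week 1 its log2 fold change was 0.24 (standard error 1.44), and this sign turned under the exact test on recovered reads (-1.78), DESeq2 (-1.36) and the robust quasi-likelihood test (-1.80). There the signal rested on infected replicate 5, a library of low depth in which 102 is the value of 1 read. Without it, the log2 fold change of miR-106a-5p was -0.73, and without control replicate 3 or control replicate 5, also of low depth, it was -0.40.
The calls of miR-142-3p and miR-106a-5p in week 4 ended without control replicate 1, 3, 4 or 5 or infected replicate 5, that of miR-106a-5p without infected replicate 2 as well, and both with scaling to library totals only (adjusted p = 0.0726 and 0.116 from limma). In that week, infected replicate 3 had a total of 2126310, of which 52.5% was miR-143-3p, and the next highest total was 1303450. Whether this library ends the calls under scaling to totals was not tested.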

Six of the miRNAs; mmu-miR-378b, mmu-miR-106a, mmu-miR-142-3p, mmu-miR-142-5p, mmu-miR-20b-5p, mmu-miR-146a-5p; appeared more than once. Log fold changes ranged from − 5.14 to 3.19 (Fig. 4f; Table 3). mmu-miR-378b was the most upregulated miRNA, while mmu-miR-205-5p was the most down regulated miRNA (Table 3). 

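miR-205-5p, known from stratified epithelium, had the highest log2 fold change among the 65 reinfection changes of Table 3 in the mice labelled infected, and miR-378b the lowest. In week 2, the signal of miR-205-5p was 3128 ± 2117 (SD, n = 5 mice) in infected and 89 ± 93.1 (SD, n = 4) in control mice. Its hairpin lies on chromosome 1 of GRCm38 from 193507463 to 193507530 in an exon of the lincRNA 4631405K08Rik. In 4 infected mice the signal was 1946 to 5375, and in infected replicate 5 it was 53. miR-203-3p, another miRNA of stratified epithelium, was at a log2 fold change of 0.95 (standard error 0.26), and miR-31-5p of the same list at -1.79 (standard error 0.46).
The log2 fold change of miR-205-5p was 4.60 (standard error 1.16, adjusted p = 0.0641 from limma). Its adjusted p was 1.2e-04 without infected replicate 5, under 0.05 without infected replicate 4 and 1.0e-05 by the exact test on recovered reads. The squamous epithelium list as a whole was not called by camera in any week.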

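After reinfection, miR-378b was lower in the mice labelled infected in week 1 and higher in week 8. Its signal in week 1 was 54.4 ± 50.8 (SD, n = 5 mice) in infected and 965 ± 1113 (SD, n = 5) in control mice, and in week 8 it was 1978 ± 2941 (SD, n = 4) and 138 ± 64.6 (SD, n = 3). In week 8 each of the 4 infected mice was above the control median. The log2 fold change was -4.61 (standard error 1.27, adjusted p = 0.549 from limma) in week 1, -1.31 in week 2 (-0.71 without control replicate 4) and 2.67 (standard error 1.10, adjusted p = 0.992) in week 8.
The difference, week 8 minus week 1, was 7.28 (standard error 1.68, p = 9.1e-04 from an exact permutation test, two-sided, and p = 0.00181 when adjusted over both infection types). Here too, the p does not allow for the choice of miR-378b from the paper. The difference lay between 6.11 and 8.11 when 1 mouse was left out. The highest signals were those of libraries of low depth, 2910 in control replicate 5 of week 1 and 6372 in infected replicate 4 of week 8. Without the latter, the log2 fold change of week 8 was 1.68. In infected replicate 5 of week 1, also of low depth, 1 read is worth 102. The infected mice of that week other than replicate 3 had at most 81, so this library held 0 reads of miR-378b. This 0 enters the log2 fold change of -4.61, whose size is therefore uncertain. The exact test on recovered reads gave week 1 an adjusted p of 2.1e-05 and a log2 fold change of -3.33.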

Similar to what we observed after a single infection, mmu-miR-378b fold change value decreased as the infection progressed from week 1 to week 8. Ten miRNAs were found to be common in chlamydia infection and reinfection. These microRNAs are mmu-miR-378b, mmu-miR-204-5p, mmu-miR-151-5p, mmu-miR-142-3p, mmu-miR-128-3p, mmu-miR-335-3p, mmu-miR-195a-3p, mmu-miR-142-5p, mmu-miR-106a-5p and mmu-miR-92a-3p (Fig. 4g). 

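By unadjusted p, single infection and reinfection shared 33 miRNAs, among them the leukocyte miRNAs miR-142-3p, miR-142-5p, miR-146a-5p and miR-223-5p and the muscle miRNAs miR-143-3p and miR-133a-3p. In the same direction, 16 were shared among the miRNAs higher in the mice labelled infected and 5 among those lower, which were miR-126a-3p, miR-133a-3p, miR-143-3p, miR-151-5p and miR-204-5p. In total, 72 miRNAs had an unadjusted p under 0.05 in at least 1 week of single infection and 157 in at least 1 week of reinfection, among those tested in both. Chance gives an overlap of 28.8, and the 33 had a p of 0.165 from Fisher's exact test, one-sided. The 33 count both let-7a-1-3p and let-7c-2-3p, whose signals were nearly the same in week 2 of reinfection. At an FDR of 0.05 the overlap was 0 by limma, 6 by the exact test on recovered reads and 4 by DESeq2.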

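miR-142-3p and miR-142-5p of blood cells, miR-106a-5p, miR-128-3p and miR-378b were higher in the mice labelled infected at an unadjusted p under 0.05 in at least 1 week of both infection types, and miR-204-5p and miR-151-5p lower. At the same unadjusted p, 3 also went the other way in another week: miR-142-5p was lower in 1 week of single infection (-1.16), miR-378b lower in 1 week of reinfection (-4.61) and miR-151-5p higher in 1 week of single infection (1.71). Opposite values that did not pass it included miR-128-3p at -2.50 (standard error 1.31) and miR-204-5p at 1.55 (standard error 1.45) in week 1 of reinfection, and miR-151-5p at 1.35 (standard error 0.83) in week 8. miR-204-5p was lower in 2 weeks of each, with its lowest log2 fold changes at -1.61 in single infection (standard error 0.40) and -1.37 in reinfection. miR-106a-5p was at 2.41 in week 8 of single infection (standard error 0.91) and at 1.87 in week 8 of reinfection (standard error 0.78). miR-195a-3p and miR-92a-3p had an unadjusted p under 0.05 in both with opposite directions: miR-195a-3p was at 1.84 and -2.96, and miR-92a-3p at -2.46 and 3.68. In week 1 of reinfection, the change of miR-195a-3p was -1.78 without infected replicate 5 and that of miR-92a-3p 2.01 without control replicate 5, both libraries of low depth.
Of the 10 miRNAs of this list, 9 had an unadjusted p under 0.05 in both infection types, and 7 of them in the same direction in at least 1 week of each. miR-335-3p was in the deposited table of 1 reinfection week, at 1.43. By limma, 0 of the 10 passed the FDR in both.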

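In week 4 of reinfection, leukocyte miRNAs, the miR-17-92 clusters and the miR-15/16 family were higher in the mice labelled infected, and miRNAs of columnar epithelium were lower. All 9 measured leukocyte miRNAs were higher, with a mean log2 fold change of 0.95, 1 at the FDR of all miRNAs (miR-142-3p) and 6 when adjusted over the list alone. Of 14 miRNAs of the miR-17-92 clusters, known to promote proliferation, 13 were higher, 1 at the FDR of all miRNAs (miR-106a-5p) and 3 when adjusted over the list alone, and miR-17-5p was at 0.84 (standard error 0.25). The miR-15/16 family list holds miRNAs of both hairpin arms, of which the 5p miRNAs are known to restrain the cell cycle. Of its 12 measured miRNAs, 9 were higher, 0 at the FDR of all miRNAs and 5 when adjusted over the list alone. miR-15a-5p was at 1.00 (standard error 0.23) and miR-16-2-3p at 1.16 (standard error 0.29).
By camera, the adjusted p was 3.6e-07 for the leukocyte list, 1.0e-06 for the miR-17-92 clusters and 3.0e-04 for the miR-15/16 family. With an estimated correlation, the calls of the miR-17-92 clusters and the miR-15/16 family held (adjusted p = 0.0424 for both) and that of the leukocyte list did not (adjusted p = 0.105). By fry, a test of whether a list moves in 1 direction, the adjusted p was 0.0421, 0.00993 and 0.00421. The mean of the leukocyte miRNAs per mouse, relative to all miRNAs, was higher by 1.00 in infected mice (p = 0.0159 from an exact permutation test, two-sided, and 0.0754 when adjusted over 19 lists). In the same mice, erythroid miRNAs were higher by camera (4 of 4, adjusted p = 0.0288, and adjusted p = 0.316 with an estimated correlation), and columnar epithelium miRNAs lower (11 of 12, adjusted p = 0.00490, and adjusted p = 0.518).
The lists were set before the data were examined but after Tables 2 and 3, from the same mice, had been read. Of the 86 changes of these tables, 13 are of miRNAs in the leukocyte list, 9 in the miR-17-92 list and 6 in the miR-15/16 list. The list tests are therefore not independent of the tables. From the changes in its tables, the paper proposes that miRNAs might be associated with the pathology of single infection and reinfection.

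**Figure D3:**
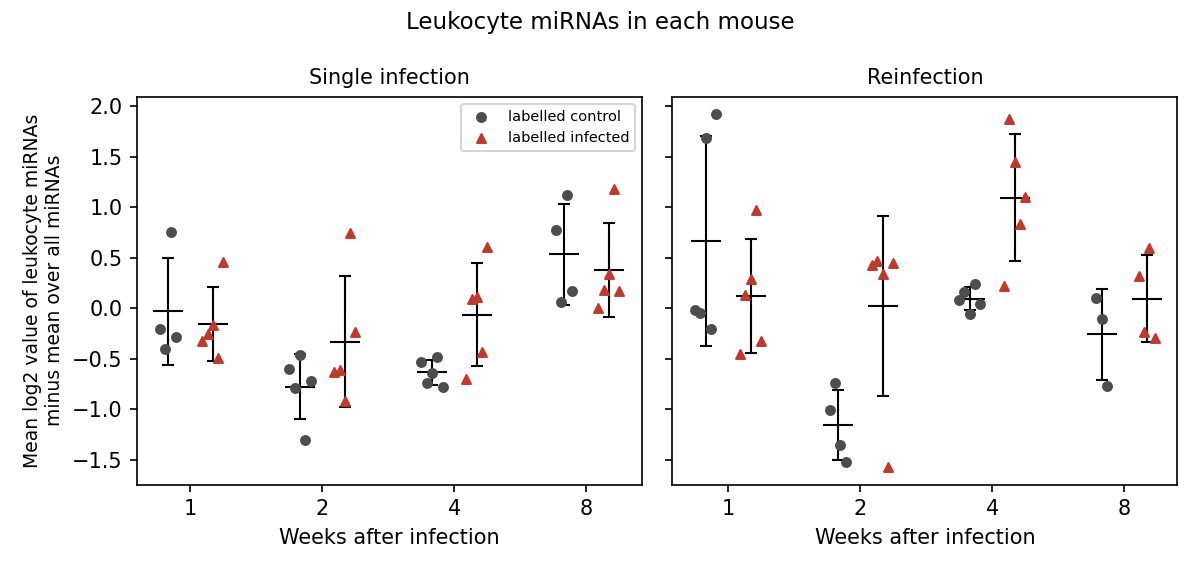
Mean log2 signal of the leukocyte miRNAs minus the mean over all miRNAs (vertical axis) in each mouse, by week after single infection (left) and reinfection (right). Circles are mice labelled control, triangles mice labelled infected, and bars the mean and SD of 3 to 5 mice. In week 4 of reinfection the infected mice have a mean of 1.10 and the control mice of 0.097.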

The results suggested that these changes in miRNAs might be associated with the pathological changes that we had observed in the primary *C. muridarum* infection and reinfection, there is a need to understand what pathways they control.

**Fig. 4:**
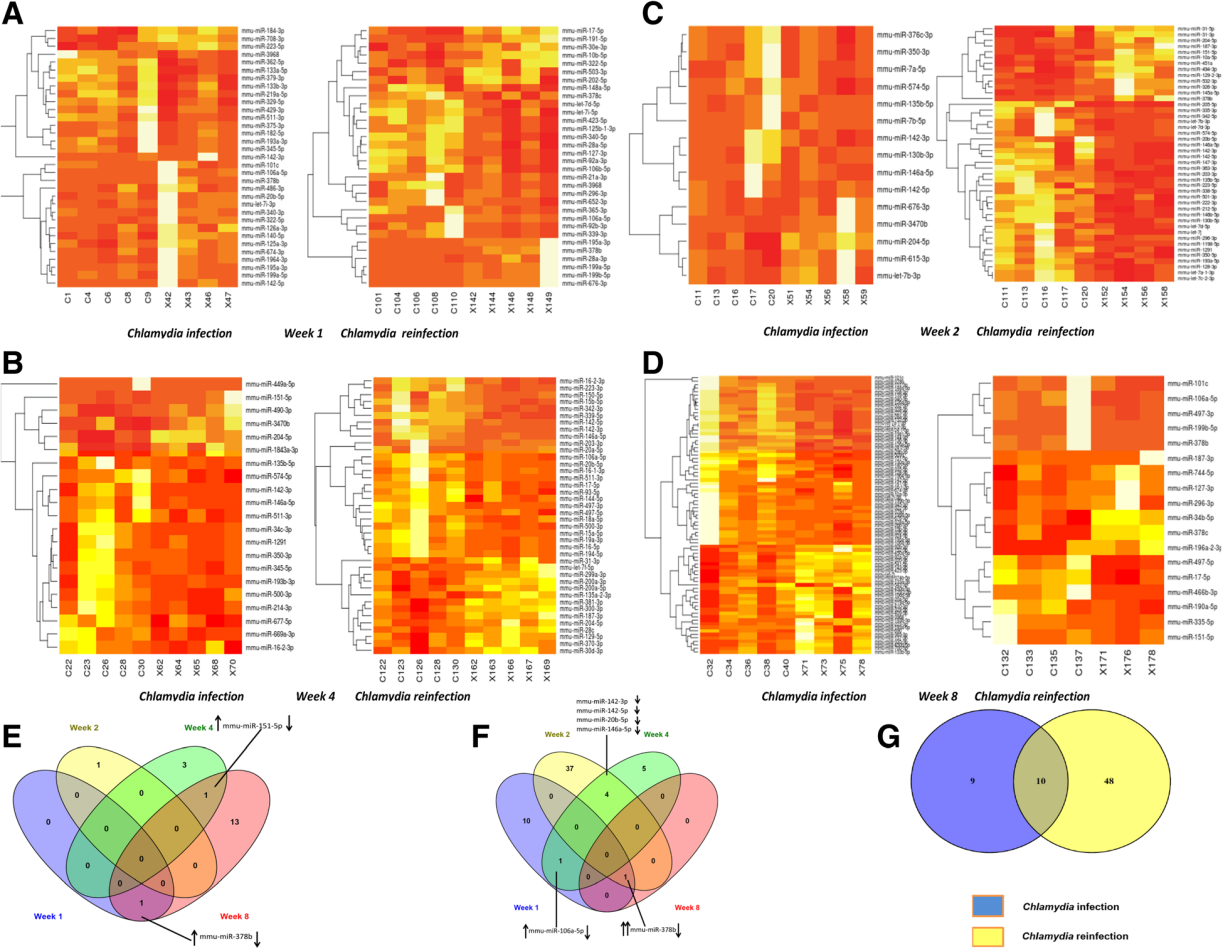
Heat map and Cluster analysis showing the numbers of differentially expressed miRNAs after chlamydia infection and reinfection. **a**. Heat map showed that there is a difference in miRNA expression profile 1 week after chlamydia infection and reinfection. R script was used to create the heatmap for each set of sample comparison. **b**. Heat map showed that there is a difference in miRNA expression profile 2 weeks after chlamydia infection and reinfection. R script was used to create the heatmap for each set of sample comparison. **c**. Heat map showed that there is a difference in miRNA expression profile 4 weeks after chlamydia infection and reinfection. R script was used to create the heatmap for each set of sample comparison. **d**. Heat map showed that there is a difference in miRNA expression profile 8 weeks after chlamydia infection and reinfection. R script was used to create the heatmap for each set of sample comparison. **e**. Venn diagram of differentially expressed miRNAs after chlamydia infection. Figure compares the differentially expressed microRNAs 1, 2, 4 and 8 weeks after infection. The numbers in the Venn diagram represents the number of distinct and common microRNAs in the different weeks of infection. There were no common microRNAs expressed in all weeks of infection. *p*-values here were adjusted by false discovery rate. **f**. Venn diagram of differentially expressed miRNAs after chlamydia reinfection. Figure compares the differentially expressed microRNAs 1, 2, 4 and 8 weeks after infection. The numbers in the Venn diagram represents the number of distinct and common microRNAs in the different weeks of infection. There were no common microRNAs expressed in all weeks of infection. p-values here were adjusted by false discovery rate. **g**. Venn Diagram comparing miRNAs expressed during chlamydia infection and reinfection. Figure compares all the differentially expressed microRNAs in chlamydia infection and reinfection. The numbers in the Venn diagram represents the number of distinct and common microRNAs. There were 10 common microRNAs expressed in both chlamydia infection and reinfection. p-values here were adjusted by false discovery rate

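In week 1, the miRNAs that were higher or lower in the mice labelled infected tended to be so in both infection types. Over 356 miRNAs, the log2 fold changes of single infection and reinfection had a Spearman rho of 0.37 and a Pearson r of 0.41, and 65.4% had the same sign. Striated muscle miRNAs (3 of 4 higher), columnar epithelium miRNAs (10 of 12 higher) and miRNAs of the Dlk1-Dio3 imprinted cluster (30 of 40 higher) were called by camera after single infection, with adjusted p of 0.0320, 0.0117 and 0.0117. With an estimated correlation, each had an adjusted p of 0.655. The largest difference between both infection types was that of the miR-378 family, with a mean change of -1.62 in reinfection minus single infection, which did not pass the test (p = 0.296 from an exact permutation test, two-sided).
When the mice were regrouped at random, 4 of 100 regroupings gave a rho as large.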

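In week 2, the changes of single infection and reinfection did not go together, and let-7 3p miRNAs differed the most. After a single infection, all 9 measured let-7 3p miRNAs were lower in the mice labelled infected, with a median of -0.40, called by camera at an adjusted p of 1.0e-04 (and adjusted p = 0.652 with an estimated correlation), while let-7b-3p was at 1.25 and let-7d-3p at 1.19 (standard error 0.40) after reinfection. The difference of their mean change, reinfection minus single infection, was 1.10 (p = 0.00888 from an exact permutation test, two-sided, and 0.225 when adjusted over 76 list and week pairs). Leukocyte miRNAs were higher after single infection as well (9 of 10, adjusted p = 0.0156), and so were those of the Dlk1-Dio3 cluster (33 of 39, adjusted p = 0.0177), both with an adjusted p of 0.652 with an estimated correlation. The leukocyte call ended without control replicate 4 or infected replicate 4. Without the latter, the mean of the list relative to the other miRNAs went from 0.46 to 0.18 (adjusted p = 0.731 by camera).
Over 375 miRNAs, the log2 fold changes of both infection types had a Spearman rho of -0.090 and a Pearson r of -0.067 (permutation p = 0.083, or 0.0949 when adjusted over 16 pairs).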

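In week 4, leukocyte miRNAs were higher in the mice labelled infected after single infection as well as after reinfection. After a single infection, all 10 measured leukocyte miRNAs were higher, with a median log2 fold change of 0.51, and miR-142-3p was at 1.15 (standard error 0.46, adjusted p = 0.853 from limma). By camera, the adjusted p was 7.6e-04 for leukocyte and 0.0206 for myeloid and macrophage miRNAs (4 of 4 higher), both with an adjusted p of 0.374 with an estimated correlation. The let-7 3p miRNAs were lower (9 of 9, adjusted p = 0.0308, and adjusted p = 0.566 with an estimated correlation). After reinfection, 33 of the 38 miRNAs of the Dlk1-Dio3 cluster were lower (adjusted p = 0.00165, and adjusted p = 0.292 with an estimated correlation).
The leukocyte list did not differ between both infection types by the test (difference of the mean change 0.40, p = 0.454 from an exact permutation test, two-sided). Over 367 miRNAs, the log2 fold changes had a Spearman rho of 0.30 and a Pearson r of 0.34, and 18 of 100 random regroupings of the mice gave a rho as large.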

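In week 8, the cluster of miR-322, miR-503 and miR-450, neighbours on the X chromosome, had the smallest p for a difference between single infection and reinfection. The mean change of its 7 members was higher by 1.30 in reinfection (p = 6.8e-04 from an exact permutation test, two-sided, and 0.0517 when adjusted over 76 list and week pairs). After a single infection, 6 of its 9 measured members were lower in the mice labelled infected. The miR-17-92 clusters had a difference of 1.05 (p = 0.00612 from the exact test, and 0.225 when adjusted) and smooth muscle miRNAs of 1.01 (p = 0.0125, and 0.237 when adjusted). After reinfection, the miR-17-92 clusters (11 of 15) and the miR-15/16 family (9 of 13) were higher by camera at adjusted p of 0.00704 and 0.00942, both with an adjusted p of 0.292 with an estimated correlation, and miR-17-5p was at 1.45 (standard error 0.47).
Over 368 miRNAs, the log2 fold changes of both had a Spearman rho of 0.11 and a Pearson r of 0.17. As many as 84 of 100 random regroupings gave a rho as large, and without the libraries of low depth, an alternative chosen after the data were seen, the rho was -0.30 and 0 lists were called. In week 8 of reinfection, 4 infected mice were compared with 3, and limma found 5% of simulated 4-fold changes, which were put only into miRNAs of higher mean signal.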

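After a single infection, no miRNA was below an unadjusted p of 0.05 in more than 2 of the 4 weeks. Of 72 miRNAs at that threshold, 60 were in 1 week and 12 in 2, among them miR-204-5p, lower in weeks 2 and 4, and miR-151-5p. The number in 3 or 4 weeks was 0. At an FDR of 0.05, limma called 0 miRNAs and the exact test on recovered reads 13, of which 0 were in more than 1 week.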

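After reinfection, miR-17-5p of the miR-17-92 clusters was the miRNA below an unadjusted p of 0.05 in 3 weeks. It was lower in the mice labelled infected in week 1, at a log2 fold change of -1.53 (standard error 0.46), and higher in weeks 4 and 8. Of 160 miRNAs at that threshold, 136 were in 1 week, 23 in 2 and 0 in all 4. At an FDR of 0.05, limma called 5 miRNAs in 1 week each. The exact test on recovered reads called 46, of which miR-142-3p, miR-142-5p, miR-146a-5p, miR-20b-5p and miR-378b were in 2 or more weeks and 0 in 4.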

**Table 1:** Number of differentially expressed miRNAs in chlamydia infection and reinfection

	Week 1	Week 2	Week 4	Week 8	Total
Chlamydia infection *P* < 0.05	1	1	4	15	21
Up regulation	1	1	2	7	11
Down regulation	0	0	2	8	10
Chlamydia reinfection *P* < 0.05	12	42	10	1	65
Up regulation	7	13	0	0	20
Down regulation	5	29	10	1	45

miRNAs expressed weeks 1, 2, 4 and 8 after infection. P-values were adjusted or controlled by false discovery rate. Upregulation indicates positive fold change of the expressed miRNAs while downregulation indicates negative fold change of the expressed miRNAs

**Table 2:** miRNAs differentially expressed after Chlamydia infection

Week	miR	Fold Change(Log)	*P* value*	Direction
Week 1	mmu-miR-378b^a^	2.91	0.000057	UP
Week 2	mmu-miR-3470b^c^	2.93	0.000003	UP
Week 4	mmu-miR-204-5p^a^	1.43	0.000276	UP
	mmu-miR-151-5p^b^	1.83	0.000292	UP
	mmu-miR-142-3p^a^	−1.48	0.000446	DOWN
	mmu-miR-449a-5p^a^	−2.07	0.000493	DOWN
Week 8	mmu-miR-378b^a^	−4.83	0.000000	DOWN
	mmu-miR-128-3p^b^	−2.01	0.000016	DOWN
	mmu-miR-151-5p^b^	−1.78	0.000018	DOWN
	mmu-miR-101c^b^	−3.20	0.000035	DOWN
	mmu-miR-335-3p^a^	2.03	0.000101	UP
	mmu-miR-450b-5p^b^	2.11	0.000108	UP
	mmu-miR-195a-3p^b^	−2.11	0.000222	DOWN
	mmu-miR-92b-3p^a^	1.94	0.000260	UP
	mmu-miR-142-5p^a^	−1.92	0.000319	DOWN
	mmu-miR-106a-5p^a^	−2.14	0.000438	DOWN
	mmu-miR-690^c^	1.67	0.000692	UP
	mmu-miR-148a-3p^a^	−1.36	0.001044	DOWN
	mmu-miR-450a-5p^a^	2.19	0.001104	UP
	mmu-miR-133b-3p^b^	1.63	0.001430	UP
	mmu-miR-92a-3p^a^	1.75	0.001695	UP

miRNAs expressed weeks 1, 2, 4 and 8 after infection; ^a^ miRNAs that have an exact human homolog in miRBase; ^b^ miRNAs that do not have an exact human homolog in miRBase, but might be different by a few nucleotides, ^c^ no known human homolog in miRBase. *P-value significance threshold was set at p < 0.05. p-values here were adjusted or controlled by false discovery rate. Positive fold change (log) value indicates upregulation of the expressed miRNA while a negative fold change (log) value indicates downregulation of the expressed miRNA

**Table 3:** Differentially expressed miRNAs after Chlamydia reinfections

Week	miR	Fold Change(Log)	*P* value*	Direction
Week 1	mmu-miR-378b^a^	3.19	0.0000009	UP
	mmu-miR-3968^c^	−1.75	0.000042	DOWN
	mmu-miR-106a-5p^a^	1.86	0.000091	UP
	mmu-miR-423-5p^a^	−1.52	0.00016	DOWN
	mmu-miR-92a-3p^a^	−1.70	0.00022	DOWN
	mmu-miR-199a-5p^a^	1.78	0.000257	UP
	mmu-miR-127-3p^a^	−1.35	0.000332	DOWN
	mmu-miR-17-5p^a^	1.20	0.000495	UP
	mmu-miR-340-5p^a^	−1.26	0.000698	DOWN
	mmu-miR-195a-3p^b^	1.25	0.001594	UP
	mmu-miR-322-5p ^c^	1.30	0.00161	UP
	mmu-miR-199b-5p^a^	1.47	0.001765	UP
Week 2	mmu-miR-205-5p^a^	−5.14	0.0000000	DOWN
	mmu-miR-342-5p^a^	−3.18	0.0000000	DOWN
	mmu-miR-147-3p^b^	−3.29	0.0000000	DOWN
	mmu-miR-135b-5p^a^	−2.06	0.0000000	DOWN
	mmu-miR-363-3p^a^	−2.55	0.000001	DOWN
	mmu-miR-142-3p^a^	−2.46	0.000001	DOWN
	mmu-miR-145a-5p^b^	2.03	0.000005	UP
	mmu-miR-142-5p^a^	−1.81	0.000012	DOWN
	mmu-miR-129-2-3p^a^	1.74	0.000013	UP
	mmu-miR-187-3p^a^	1.50	0.000039	UP
	mmu-miR-451a^a^	1.43	0.000105	UP
	mmu-miR-31–3p^a^	2.07	0.00013	UP
	mmu-miR-326-3p^a^	1.48	0.000185	UP
	mmu-miR-204-5p^a^	1.41	0.000188	UP
	mmu-miR-532-3p^a^	1.54	0.000195	UP
	mmu-miR-146b-5p^b^	−1.34	0.000219	DOWN
	mmu-miR-146a-5p^a^	−1.74	0.000231	DOWN
	mmu-miR-20b-5p^a^	−1.73	0.000402	DOWN
	mmu-miR-151-5p^b^	1.24	0.000438	UP
	mmu-miR-335-3p^a^	−1.96	0.000541	DOWN
	mmu-miR-212-5p^a^	−1.18	0.000733	DOWN
	mmu-miR-31-5p^b^	1.45	0.000829	UP
	mmu-miR-130b-5p^a^	−1.25	0.000892	DOWN
	mmu-let-7d-3p^a^	−1.32	0.001096	DOWN
	mmu-let-7b-3p^a^	−1.46	0.001203	DOWN
	mmu-miR-378b^a^	1.77	0.001282	UP
	mmu-miR-350-5p ^c^	−1.33	0.00141	DOWN
	mmu-miR-1198-5p ^c^	−1.28	0.001676	DOWN
	mmu-let-7j^b^	−1.24	0.00175	DOWN
	mmu-miR-222-3p^a^	−1.01	0.001753	DOWN
	mmu-miR-574-5p^a^	−1.64	0.001819	DOWN
	mmu-miR-128-3p^b^	−1.05	0.00218	DOWN
	mmu-let-7a-1-3p^a^	−1.06	0.002268	DOWN
	mmu-let-7c-2-3p^a^	−1.06	0.002284	DOWN
	mmu-miR-203-3p^b^	−0.98	0.003381	DOWN
	mmu-miR-1291^a^	−1.11	0.00341	DOWN
	mmu-miR-10a-5p^a^	0.96	0.003667	UP
	mmu-miR-338-5p^a^	−1.14	0.004249	DOWN
	mmu-miR-223-5p^a^	−1.22	0.004819	DOWN
	mmu-miR-193a-5p^a^	−1.10	0.005228	DOWN
	mmu-miR-494-3p^a^	1.04	0.005263	UP
	mmu-miR-296-3p^a^	−1.16	0.005263	DOWN
Week 4	mmu-miR-142-3p^a^	−2.17	0.0000000	DOWN
	mmu-miR-106a-5p^a^	−1.77	0.000001	DOWN
	mmu-miR-142-5p^a^	−1.42	0.000048	DOWN
	mmu-miR-339-5p^a^	−1.20	0.000052	DOWN
	mmu-miR-20b-5p^a^	−1.42	0.000055	DOWN
	mmu-miR-146a-5p^a^	−1.49	0.000209	DOWN
	mmu-miR-511–3p^a^	−1.38	0.000261	DOWN
	mmu-miR-16-2-3p^a^	−1.34	0.000433	DOWN
	mmu-miR-15a-5p^a^	−1.07	0.000485	DOWN
	mmu-miR-497-3p^a^	−1.20	0.001221	DOWN
Week 8	mmu-miR-378b^a^	−3.84	0.000081	DOWN

miRNAs expressed weeks 1, 2, 4 and 8 after infection; ^a^ miRNAs that have an exact human homolog in miRBase; ^b^ miRNAs that do not have an exact human homolog in miRBase, but might be different by a few nucleotides, ^c^ no known human homolog in miRBase. *P-value significance threshold was set at p < 0.05. p-values here were adjusted or controlled by false discovery rate. Positive fold change (log) value indicates upregulation of the expressed miRNA while a negative fold change (log) value indicates downregulation of the expressed miRNAs

### Differentially expressed miRNAs in *C. muridarum* infection regulate myriad pathways involved in disease and biological functions

Core analysis was performed on all miRNAs expressed after single *C. muridarum* infection and reinfection in the context of molecular network and biological processes in mice using the Diana-mirPath and Ingenuity Pathway Analysis (IPA) algorithms. Using Diana-mirPath [30], our analysis showed that for the single infection, 57 pathways were predicted to be regulated by the differentially expressed miRNAs (Additional file 1: Figure S3). The pathways included extracellular matrix-receptor interaction, leukocyte trans-endothelial migration, endometrial cancer, bacterial invasion of epithelial cells, PI3-AKT signaling, mTor signaling, protein processing in the endoplasmic reticulum, and focal adhesion. 61 pathways were predicted to be regulated by the differentially expressed miRNAs after chlamydia reinfection (Additional file 1: Figure S4). The pathways included T and B cell signaling, TGF-beta signaling, glioma, different forms of cancer, adherens junction, endocytosis, RNA degradation, bacterial invasion of epithelial cells, endometrial cancer, FCψ receptor (FCψR)-mediated phagocytosis, Wnt signaling and extracellular matrix (ECM) receptor interactions. More pathways were predicted to be regulated after reinfection due to the higher number of differentially expressed miRNAs, we further analysed our data using IPA, to determine if there were any subtle differences in these pathways in mice.

The IPA core expression analysis provides a rapid assessment of the signaling and metabolic pathways, upstream regulators, molecular interaction networks, and diseases and biological functions that are most likely to be perturbed based on the changes of expression of miRNAs after a single chlamydia infection and reinfection. We focused on four categories when assessing the effects of *C. muridarum* on the differential expression on miRNAs; physiological system development, diseases and disorders, molecular and cellular functions, and toxicity functions. In pathways associated with physiological system development, the results show that there were differences in pathways regulating organ development, organismal development and connective tissue development & function after chlamydia infection and reinfection (Fig. 5a). In diseases and disorders associated pathways, there were differences in pathways regulating tumorigenesis or cancer, organismal injury & abnormalities disease and reproductive system disease after chlamydia infection and reinfection (Fig. 5b). In pathways associated with molecular and cellular functions the results show that there were differences after a single chlamydia infection and reinfection especially in cellular development, cell cycle, and cellular growth and proliferation. (Fig. 5c).

**Fig. 5:**
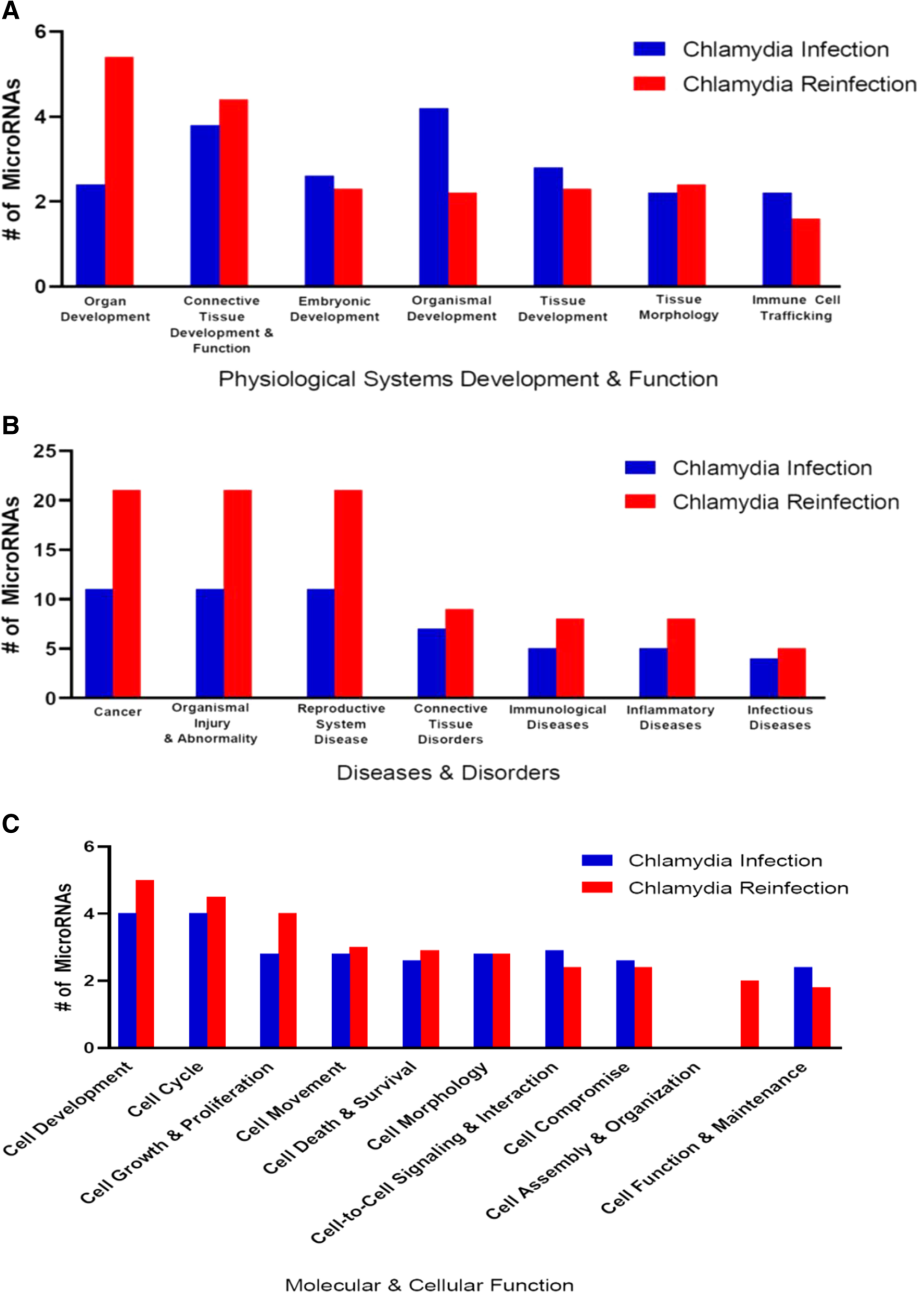
Pathways predicted to be regulated by miRNAs differentially expressed in mice after chlamydia infection and reinfection. **a**. Pathways predicted to regulate physiological system development after chlamydia infection and reinfection. This analysis was determined using Ingenuity pathway analysis software (IPA). miRNAs used in the analysis were from the list derived after FDR correction. **b**. Pathways predicted to regulate diseases and disorders after chlamydia infection and reinfection. This analysis was determined using Ingenuity pathway analysis software (IPA). miRNAs used in the analysis were from the list derived after FDR correction. **c**. Pathways predicted to regulate molecular and cellular functions after chlamydia infection and reinfection. This analysis was determined using Ingenuity pathway analysis (IPA). miRNAs used in the analysis were from the list derived after FDR correction

During a single *C. muridarum* infection, the most significant pathways within the physiological systems development and functions category included organismal development and connective tissue development and function (Fig. 5a; Additional file 1: Table S1). The most significant pathways within the diseases and disorders category included cancer, organismal injury and abnormalities disease and reproductive system disease, these pathways had the same number [12] of miRNAs (Fig. 5b; Additional file 1: Table S1). The most significant pathways within the molecular and cellular functions included cellular development, cell cycle and cell-to-cell signaling and interaction (Fig. 5 c; Additional file 1: Table S1).

During *C. muridarum* reinfection, the most significant pathways within the physiological system development and functions category included organ and connective tissue development (Fig. 5a; Additional file 1: Table S1). The most significant pathways within the diseases and disorders category included cancer, organismal injury and abnormalities disease (Fig. 5b; Additional file 1: Table S1). The most significant pathways within the molecular and cellular functions included, cellular development and cellular growth and proliferation (Fig. 5c; Additional file 1: Table S1). We did a further analysis of the regulated pathways and showed precisely the key steps where these miRNAs associated with chlamydia reinfection had been described to play a role (Additional file 1: Table S2).

We evaluated the top networks of miRNAs expressed during *C. muridarum* infection and generated two associated networks using IPA knowledge base. Network 1 consists of miRNAs and molecules associated with cancer, organismal Injury and abnormalities and reproductive system disease. We observed 10 focus molecules. The transcription factor CCAAT/Enhancer Binding Protein Alpha (CEBPA), was the central focus molecule. Network 2 consists of miRNAs and molecules associated organismal injury and abnormalities, reproductive system disease and cancer. There were 6 focus molecules. The transcription factor CAMP Responsive Element Binding Protein 1 (CREB1), was the central focus molecule (Additional file 1: Figure S5A & B).

We further evaluated the miRNAs networks expressed during *C. muridarum* reinfection and generated five associated network using IPA knowledge base (Additional file 1: Figure S5C-G; Additional file 1: Table S2). Network 1 consists of miRNAs and molecules associated with organismal injury and abnormalities, reproductive system disease and cancer. It has 11 focus molecules. The transcription factor Ras Homolog Family Member A (RHOA), was the central focus molecule. Network 2 consists of miRNAs and molecules associated organismal injury and abnormalities, reproductive system disease and cancer. It has 6 focus molecules. Mmu-miR-423-5p, was the central focus molecule (Additional file 1: Figure S5C-G, Additional file 1: Table S2). The results suggested that the miRNAs expression pattern after *C. muridarum* infection plays a role in the pathophysiologic processes associated with the infection.

## Discussion

Understanding the role of host factors in the chlamydial pathogenesis is important in diagnosing infection associated complications and developing new treatments for them. In this study, we determined changes in miRNA expression after chlamydia infection and predicted the role miRNAs might play in disease outcome. Several studies have elucidated the role of miRNAs during chlamydia infection [10, 13, 17, 18, 22–26, 31]. These studies show that miRNAs are important factors in host cell changes and response during chlamydial infection. However, none of the studies on mice genital chlamydial infection have defined the full complement of miRNAs found within the genital tract. The current study was designed to sequence all the known miRNAs found within mice genital tract during chlamydial infection and reinfection. The results reported here are based on all known miRNAs found in the mouse genome. We determined the miRNA expression profiles at different time points after infection; from week 1 to 8. This was done to follow miRNAs progression with time and determine if the changes in miRNAs expression will coincide with pathological changes identified in the mice genital tract.

Histopathological results showed that there was a significant difference in uterine tissue alterations between chlamydia infected and reinfected infected mice. Mice infected once with chlamydia had eosinophilic changes in the endometrium with lymphocytic inflammation associated with apoptotic necrosis, and these features increased over time. The uterus from chlamydia reinfected mice had increased tissue alterations such as formation of new fibrous tissues associated with inflammation, thickening of the lining of the uterus, apoptotic necrosis, and distension of the endometrium. However, there was no apparent association of the occurrence of these characteristics with time, although the the thickening of the endometrial lining was more prominent in the reinfection at week 8. This indicates that after the first infection, pathological changes increased in severity during the reinfection. This is similar to the reported pathologies in women, with increase in complications associated with chlamydia infection occurring in recurrent infections [32].

Here we provide a further insight into the role played by miRNAs during genital chlamydial infection by providing miRNAs associated with disease progression. In addition, we depict the possible pathways associated with the differential expression of these miRNAs during chlamydial infection. In this study, we utilized next generation sequencing (NGS); the best method for determining the miRNAs expression. NGS has several advantages over microarray or quantitative (q) PCR-based miRNA expression profiling techniques. This includes, high sensitivity to determining miRNA levels over a wide dynamic range, ability to identify novel miRNAs and to detect miRNA expression levels in species for which complete genomes are not yet available. In addition, NGS can detect miRNAs that differ by just one nucleotide. Multiplexing of samples by tagging libraries with barcodes during library preparation is possible in NGS. However, NGS is expensive even though the price is decreasing [33, 34]. The sequences identified from the NGS were subsequently analyzed using the comprehensive analysis pipeline for miRNA-sequence data (CAP-miRSeq), which is a powerful and flexible tool used to process and analyze miRNA-seq data [35]. This study offers evidence that miRNAs differentially expressed during chlamydia infection and reinfection differ in number, types and regulatory pathways in a time dependent manner.

Initial cluster analysis show a difference in miRNA expression during chlamydia infection and reinfection at weeks one, two, four and eight after chlamydial infection. Other studies have looked at earlier time points (1 week to 12 days) of a single infection [17, 18, 25] or only during a second infection [10]. Here we report that there is a difference in the miRNA signature based on the number of chlamydial infections. During single chlamydia infection, 11 miRNAs were up-regulated while 10 miRNAs were down-regulated. During the chlamydia reinfection, 20 miRNAs were up-regulated while 45 miRNAs were down-regulated. We have shown in previous studies that more miRNAs are downregulated during genital chlamydia infection than are upregulated, and we related these changes in differential expression to increased expression of genes associated with fibrosis, epithelial to mesenchymal transition, cell proliferation, growth and differentiation [10, 36]. Gupta et al., also showed that several miRNAs are down regulated during chlamydia infection [18]. However, in ocular chlamydia infection there appears to be more upregulation of miRNAs than down regulation [23]. Our findings confirm that there is a alteration in the miRNAs profile during chlamydia infection and reinfection. In addition, we provide information on the miRNA profile after chlamydia infection and reinfection over an extended period (8 weeks). Our data shows that more miRNAs were differentially expressed in the 8 week of the first infection and the second week of reinfection. This correlated with the progression of pathological changes which we had noticed during the first infection. In the repeat infection, after the second week, we did not notice appreciable changes in pathology. This implies an association between pathology and the number of differentially expressed miRNAs at those timepoints. Selection of miRNAs based on FDR has given us an insight into the miRNAs associated with pathogenesis caused by *Chlamydia*. Thus we can imply that the difference in miRNA expression profile and number during chlamydia infection and reinfection could be as a result of regulation through the quick induction of adaptive and protective immunity against *Chlamydia* [27, 37].

Pathway analysis shows that miRNAs expressed in chlamydia infection and reinfection are involved in regulating several pathways from extracellular matrix-receptor interaction, leukocyte trans-endothelial migration, bacterial invasion of epithelial cells, phosphoinositide 3-kinase - protein kinase B (PI3-AKT) signaling, mammalian target of rapamycin (mTor) signaling, protein processing in the endoplasmic reticulum, focal adhesion, T and B cell signaling, Transforming growth factor beta (TGF-beta) signaling, glioma, different forms of cancer, adherens junction, endocytosis, RNA degradation, FCψR-mediated phagocytosis and Wnt signaling. Chlamydia reinfection had more pathways because more miRNAs were differentially expressed after repeat infection. Using IPA we were able to discern differences in networks between chlamydia infection and reinfection involving the cancer, organismal Injury and abnormalities and reproductive system disease, where the networks had different focal molecules. Indicating that the pathogenesis in chlamydia infection and reinfection follow different paths.

Use of miRNAs to understand the pathogenesis of *Chlamydia* is important, our results have some similarities with work previously done, we observed mmu-miR-142 [23, 25]; mmu-miR-146 [18]; mmu-miR-147 [22]; mmu-miR-199b, mmu-miR-142-3p, mmu-miR-204, mmu-miR-449a-5p, mmu-miR-101, mmu-miR-340 [10]. Our previous study [10] had the closest resemblance to our present data with 5 miRNAs being similar. We had reported miRNAs expressed after a reinfection and our present data shows that more miRNAs are differentially expressed during chlamydia reinfection. However, it should be noted that we had used *Lymphogranuloma venereum* instead of *C. muridarum*. During a single chlamydia infection, we observed two miRNAs (mmu-miR-378b and mmu-miR-151-5p) changed direction in their differential expression. miRNA-378b has been shown to be important in regulating epithelial to mesenchymal transition (EMT), keratinocyte differentiation and proliferation, fibrosis and aromatase expression in the genital tract [38–45]. miR-151-5p regulates tumor cell migration and spread; it is blocked by Rho GDP dissociation inhibitor alpha (Rho GDI alpha), and associated with the focal adhesion kinase gene [46, 47]. It positively regulates cell apoptosis by targeting the expression of tumor necrosis factor superfamily member 10 (TNFSF10) and fibronectin type III domain containing 1 (FNDC1) in mice with premature ovarian failure [48]. The increased pathology including increased migration of eosinophils/neutrophils and lessions that increased with time after single chlamydia infection might be associated with the expression of mmu-miR-378b and mmu-miR-151-5p. During chlamydia reinfection, the formation of new fibrous tissues associated with inflammation, thickening of the lining of the uterus, apoptotic necrosis, and distension of the endometrium noticed 4 weeks after infection might be associated with the down regulation of mmu-miR-378b, mmu-miR-146a-5p, mmu-miR-20b-5p, mmu-miR-142-5p, mmu -miR-142-3p and mmu-miR-106a-5p. These miRNAs have been associated with EMT and fibrosis [49–54], which we have hypothesized and shown as being important in the damage to the genital tract during chlamydia pathogenesis [10, 13, 36]. These miRNAs are also associated with cancer [49–52, 54], recently a relationship between chlamydia and ovarian cancer was described [55]. In addition we observed that miR-204-5p, miR-151-5p, miR-378b, miR-142-3p, miR-128-3p, miR-335-3p, miR-142-5p, miR-106a-5p, miR-195a-3p and miR-92a-3p were common in both infections. miR-204 targets Janus kinase 2 (JAK2), and regulates epithelial to mesenchymal transition by targetting Specificity Protein 1 (SP1) in tubular epithelial cells; regulates protein kinase RNA-like endoplasmic reticulum kinase (PERK) and unfolded protein response [56–58], which we have shown to involved in chlamydial pathogenesis [59]; miR-106a-5p suppress the proliferation, migration and invasion of osteosarcoma cells, and is a good predictor of prognosis in hepatocellular cancer [60, 61]; miR-195a-3p targets matrix metalloproteinase 2 (MMP2) in murine mesenchymal stem cells thus inhibiting angiogenesis [62]. MMP2 expression in wild type mice oviduct increases by day 7 after chalmydia infection [63]. miR-92a-3p is significantly expressed in cervical cancer tissue cell lines thus promoting cervical cancer cell proliferation, cell cycle transition from gap 1 (G1) to synthesis (S) phase and invasion [64]. Intrestingly, it has been reported in dual RNA-Seq analyses of in vitro chlamydia infected epithelial cells, that infected epithelial cells expressed aberrant immune dampening and fibrotic responses, which included increased expression of TGF-beta, MMP2 and other ECM proteins [65]. Our results show that the miRNAs identified in this study control the expression of genes linked to chlamydial pathogenesis. Therefore, we speculate that we can use these miRNAs as indicators of chlamydial pathogeneses and maybe even a biomarker for disease leading to PID and infertility. It should be pointed out that the literature is strewn with cancer associated miRNAs and it is possible that associations with cancer noticed in this study maybe cursory.

## Conclusion

The findings from our study show that chlamydial infection induces differentially expressed miRNAs that play a significant role in organismal injuries and abnormalities, cellular development, reproductive disorders, cell cycle, inflammatory response, fibrosis, cancer and connective tissue disorders. The targets and pathway analyses indicate that specific miRNAs are involved in the primary infection and reinfection, although there were overlaps. In addition, our results are corroborated by previous human research findings that have established an association between recurrent or persistent endocervical chlamydial infection in women and an increased risk of pelvic inflammatory disease and scarring sequelae in the upper genital tract, which have also been demonstrated in several animal models [2, 32]. This study highlights the need to further study the association of genital *Chlamydia* infection with the promotion of cancer in women, because several miRNAs in this study having been associated with cancer in other studies [46, 50, 60, 61, 64, 66]. The highly interconnected networks of miRNAs generated from our data shows that there are differences in the focus molecules involved in significant biological functions during chlamydia infection and reinfection, implying that chlamydial pathogenesis may be distinct for each type of infection and that this could be important when determining treatments regime and disease outcome. Despite the strengths of our study, involving: a) next generation sequencing, b) a single infection and reinfection, and c) sample collection up to 8 weeks after infection, it has some limitations. We did not carry out a third infection or assess the effects of antibiotics treatment on each infection, all of which may play a role in miRNA expression and pathogenesis in human infections. Although only certain aspects of the pathogenesis of chlamydial infection in the mice model mirror the human infection [2], our findings show the importance of miRNAs regulation and expression in chlamydial infection and pathogenesis, which has implications for humans. In summary, our study findings provides substantial evidence that miRNAs regulate the host responses and biological processes that are associated with *Chlamydia* pathogenesis.

## Methods

### Ethics statement

The Institutional Animal Care and Use Committee of Morehouse School of Medicine (MSM-IACUC) approved the animal care and use protocol (# 16–24), which we followed in this study. MSM-IACUC adheres to the Natinal Institute of Health (NIH) guidelines for the care and use of laboratory animals, with Public Health Service (PHS) policy, and the Animal Welfare Act.

### Chlamydia stocks

Stocks of *Chlamydia muridarum Nigg* (the agent of mouse pneumonitis) used for infections were prepared by propagating elementary bodies (EBs) in McCoy or HeLa cells (Division of Scientific Research, Centers for Disease Control and Prevention, Atlanta), according to standard procedures. *Chlamydia* stock titers were expressed as inclusion-forming units (IFU) per milliliter [67].

### Animals

Female C57BL/6 J wild type mice were purchased from Jackson Laboratory (Bar Harbor, MA), fed food and provided water ad libitum, and maintained in laminar flow racks under pathogen-free conditions with a 12 h light and 12 h dark cycle. The protocols involving mice were approved by MSM-IACUC. For all invasive procedures mice were anesthesized using isoflurane. Mice were placed in a chamber with 2–4% gas concentration of isoflurane in a fume hood for 30 min. Mice were euthanized using carbon dioxide asphyxiation followed by cervical dislocation. This method of euthanasia is recommended by the Panel on Euthanasia of the American Veterinary Medical Association.

### Infectivity

6–8 weeks old Female C57BL/6 [40] were infected and reinfected (interval of 4-weeks) intravaginally with 1 × 10^5^ IFU /mouse of live *C. muridarum* approximately 7 days after administration of 2.5 mg/mouse Depo Provera (medroxy-progesterone Acetate; Pfizer Inc., NY). Control mice [40] were sham infected with sterile PBS approximately 7 days after administration of 2.5 mg/mouse Depo Provera. Mice were determined to be infected by periodic cervicovaginal swabbing and isolation of *Chlamydia* in tissue culture.

### Histopathology

Histopathology of the genital tract associated with chlamydial infection was investigated. 40 mice were infected and reinfected intravaginally with *C. muridarum* (1 × 10^5^ IFU per mouse) approximately 7 days after administration of 2.5 mg/mouse Depo Provera (medroxy-progesterone Acetate; Pfizer Inc., NY). The entire genital tract from the vagina to the ovary was collected from infected and control mice mice at one, two, four and 8 weeks after infection (5 mice per time point) and fixed in 10% formaldehyde. The samples were embedded in paraffin, cut longitudinally into 5 μm sections to include the cervix, uterine horns, oviducts and ovaries as well as the luminal structures, and stained with hematoxylin and eosin. Blinded to group designations, a board-certified pathologist (UBM) evaluated the uteri, oviducts and ovaries for the presence of lesions including, but not limited to inflammation, edema, fibrosis, and luminal distension. Lesions were recorded as either absent or present. If absent (i.e., histologically normal), a score of 0 was assigned. If present, the severity of the lesions was recorded as minimal, mild, moderate, or severe, with severity scores of 1 through 4, respectively. Lesion distribution was recorded as focal, multifocal, or diffuse, with distribution scores of 1, 2, or 3, respectively. A total severity-and-distribution group score was calculated by adding individual distribution and severity scores. Because the group sizes were uneven, an average severity-and-distribution group score was calculated by dividing the total severity-and-distribution score by the numbers of animals in the group. Note that control and infected mice were from the same batch of mice and that each time point had its own control group.

### Small RNA library construction and Illumina small RNA deep sequencing

Genital tract samples were harvested after sacrificing infected and control mice mice at one, two, four and 8 weeks after infection (5 mice per time point) and frozen immediately on dry ice and then transferred to a − 80 freezer. For non-biased recovery of miRNA, total RNA was isolated using the Direct-zol RNA miniprep (Zymo Research, Irvine CA). RNA integrity was assessed using the Agilent Technologies 2100 Bioanalyzer. Samples were submitted to the University of Georgia Georgia Genomic and Bioinformatic Core (GGBC) for library preparation with the the TruSeq Small RNA Library Preparation Kit (Illumina, San Diego, CA). Samples were sequenced on an Illumina NextSeq 500 instrument using a SE75 run High Output flow cell (Illumina, San Diego, CA, USA), inserts used were 25–75 bases. This assay was validated using qPCR (Additional file 1: Figure S7A & B). Note that control and infected mice were from the same batch of mice and that each time point had its own control group.

### Bioinformatics analysis

NGS data analyses were performed by the GGBC. Quality of raw sequence reads was assessed using FastQC [68] (sequencing depth ≥ 4 million reads). The data were mapped to the *M. musculus* mm10 reference genome and to the MirDeep mouse miRNA database for identifying novel and known miRNA’s, respectively, using the CAP-miRSeq pipeline (version 1.1) [35]. The pipeline leverages several software packages for adapter removal and trimming, read alignment and manipulation of sequence alignment map/binary alignment map (SAM/BAM) and fastq/fasta files (Additional file 1: Figure S8) and implements edgeR for differential expression analysis of counts per million (cpm) normalized count data. Sequences with a perfect match or one mismatch were retained for further analysis. Differential miRNA expression profiling included fold difference estimates between different treatment and time course comparisons as well as *P*-values and false discovery rate (FDR) determinations for each differentially expressed species. Target identification of genes putatively regulated by miRNAs was performed using TargetScan [69]. Heatmaps were generated for differentially expressed miRNAs in each set of comparisons using R. Visualization of overlapping expression among miRNAs identified at different infection timepoints was done using Venny 2.0, an interactive Venn diagram tool for comparing name lists of up to 4 genomic datasets [70]. Software parameters and tools can be found in the Additional file 1.

Pathway, Core and Comparison analyses for all the FDR corrected differentially expressed miRNAs irrespective of time points in infected and reinfected mice were analyzed using the Ingenuity Pathway Analysis software (Qiagen Inc.) and Daina MirPath [30]. The top networks, molecular and cellular functions, diseases and disorders and physiological system development and functions were determined using Ingenuity System Interactive Pathway Systems (version 18,488,943). Stringency was set at ‘highly predicted’ and ‘experimentally validated’. The software uses its own internal algorithm and other databases, including TarBase, TargetScan and miRecords, as well as findings published in the literature. Complete reference set for this analysis was carried out using the Ingenuity Knowledge Base (Genes+ Endogenous Chemicals) for all molecules associated with diseases, functions, pathway, or list annotations.

This study focused on the top networks, molecular and cellular functions, diseases and disorders and physiological system development and functions for each infection. Confidence was set at ‘moderately predicted’, ‘highly predicted’ and ‘experimentally validated. A threshold value of –log (*p*-value) between 1.33 and 21.45 was set to identify molecules whose expression was significantly differentially regulated. The right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function and/or disease assigned to that data set is due to chance alone [71]. IPA library of canonical pathways that were most significant to the infected and reinfected mice microRNA data set were carried out. Comparison analysis, which analyzed the changes in miRNA expression across observations recorded, was also performed. Graphical representation of the networks generated using molecular relationships between molecules and miRNAs expressed were generated using the IPA software. Molecules are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least one reference from the literature, from a textbook, or from canonical information stored in the Ingenuity Pathways Knowledge Base. Nodes are displayed using various shapes that represent the functional class of the gene product.

### MiRNA validation

Quantitative real time (qRT)-PCR was performed to validate differentially-expressed miRNAs discovered through the deep sequencing. cDNA synthesis and qRT-PCR was performed using Exiqon qPCR microRNA assays kits (Exiqon, Woburn, MA) per the manufacturer’s protocol. The cycle threshold (Ct) values and the relative expression of miRNAs in infected and control samples were normalized to U6 miRNA expression. The qRT-PCR data was analyzed using the delta-delta- Ct (ddCT) method [10].

### Statistical analysis

The data derived from non-sequencing experiments were analyzed and compared by performing a 1- or 2-tailed t-test, and the relationship between different experimental groupings was assessed by analysis of variance (ANOVA) using GraphPad Prism 5.0 software (GraphPad Software, Inc., La Jolla, CA). Statistical significance was judged at *P* < 0.05.

## Additional file

Additional file 1: **Figure S1.** Venn diagram of differentially expressed miRNAs after chlamydia infection. **Figure S2.** Venn diagram of differentially expressed miRNAs after chlamydia reinfection. **Figure S3.** Pathways predicted to be regulated by miRNAs differentially expressed in mice after chlamydia infection. **Figure S4.** Pathways predicted to be regulated by miRNAs differentially expressed in mice after chlamydia reinfection. **Figure S5.** A: Network One for *Chlamydia* infection shows CEBPA a transcription regulator as the focus molecule with associated miRNAs. B: Network Two for *Chlam ydia* infection shows CREB1 a transcription regulator as the focus molecule with associated miRNAs. C: Network One for *Chlamydia* reinfection shows RHOA, an enzyme, as the focus molecule with associated miRNAs and other molecules D: Network Two for *Chlamydia* reinfection shows mir-423-5p as the focus molecule with associated miRNAs and other molecules. E: Network Three for *Chlamydia* reinfection shows TNFSF10 as the focus molecule with associated miRNAs and other molecules. F: Network Four for *Chlamydia* reinfection shows the kinase SRC as the focus molecule with associated miRNAs and other molecules. G: Network Five for *Chlamydia* reinfection shows the transporter BCL2 as the focus molecule with associated miRNAs and other molecules. **Table S1.** Summary Analysis of Top Diseases and Biological Functions of miRNA expressed in the Chlamydia Infection and Re-Infection. **Table S2.** Networks for the Top Diseases and Biological Function Category of miRNA expressed in the *Chlamydia* Reinfection. **Figure S6.** Example of quality scoring for miRNA sequencing in this study. **Figure S7.** (A) Validation of miRNA 378b expression after single infection using qPCR, (B) Validation of miRNA 142-5p expression after single infection using qPCR. **Figure S8.** Comprehensive Analysis Pipeline for miRNA-seq data (CAP-miRSeq), adapted from Sun et al., 2014 [35].

## Abbreviations

AKT: Protein kinase B
ANOVA: Analysis of variance
BAM: Binary alignment map
CAP-miRSeq: Comprehensive analysis pipeline for miRNA-sequence data
cDNA: Complementary DNA
CEBPA: CCAAT/Enhancer Binding Protein Alpha
Cpm: Counts per million
CREB1: CAMP Responsive Element Binding Protein 1
Ct: Cycle threshold
ddCt: delta-delta- Ct
EBs: Elementary bodies
ECM: Extra cellular matrix
EMT: Epithelial to mesenchymal transition
FCψR: FCy receptor
FDR: False discovery rate
FIG: Figure
FNDC1: fibronectin type III domain containing 1
G1: Gap 1 stage
GEO: Gene Expression Omnibus
GGBC: Georgia Genomic and Bioinformatics Core
HE: Hematoxylin and eosin
HPV: herpes virus
IACUC: Institutional Animal Care and Use Committee
IFU: Inclusion-forming units
IPA: Ingenuity pathway analysis software
JAK2: Janus kinase 2
miRNA(s): MicroRNA(s)
miRNA-seq: miRNA-sequencing
MMP2: Matrix metallopeptidase 2
MSM: Morehouse School of Medicine
mTor: mammalian target of rapamycin
NCBI: National Center for Biotechnology Information
NGS: Next generation sequencing
NICHD: National Institute of Child Health and Human Development
NIGMS: National Institute of General Medical Sciences
NIH: National Institute of Health
NIMHD: National Institute on Minority Health and Health Disparities
PERK: Protein kinase RNA-like endoplasmic reticulum kinase
PHS: Public Health Service
PI3: Phosphoinositide 3-kinase
PID: Pelvic inflammatory disease
qPCR: Quantitative PCR
qRT-PCR: Quantitative real time PCR
Rho GDI alpha: Rho GDP dissociation inhibitor alpha
RHOA: Ras Homolog Family Member A
RNA: Ribonucleic acid
S: Synthesis stage
SAM: Sequence alignment map
SP1: Specificity Protein 1
TFI: Tubal factor infertility
TGF: Transforming growth factor beta
TNFSF10: Tumor necrosis factor superfamily member 10

How the deposited data were processed for this re-analysis (not part of the article)

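Small RNA was sequenced from the genital tracts of 74 mice, 39 labelled infected and 35 labelled control, in 8 comparisons (1, 2, 4 and 8 weeks after single infection or reinfection), with 3 to 5 mice per group. According to the methods of the paper, reads were trimmed, mapped to mm10 and to a mouse miRNA database with the CAP-miRSeq pipeline, and compared with edgeR on normalized counts. The deposited signal values, 1 column per mouse, were normalized by the authors to a common total with a factor for each library and rounded to whole numbers. The text of the paper does not name the rule by which miRNAs were chosen for each deposited table. Conditions were taken from the sample labels, sample by sample, and no column was left without a sample.

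Because the values are not reads, limma (version 3.58.1, R version 4.3.3) with a mean-variance trend was run on log2 of the value plus 1, as infected minus control within each week. A miRNA was kept with a value of at least 1 in as many libraries as the smaller group holds, which removed none. P values were adjusted by the method of Benjamini and Hochberg within each comparison, at an FDR of 0.05. Single values were also compared by exact permutation of the mice, two-sided. Tests were tried on simulated data made from these tables: limma found 85%, 81.75%, 93.25% and 59% of 4-fold changes in weeks 1, 2, 4 and 8 of single infection, and 24.75%, 96.75%, 96.25% and 5% in those of reinfection. The changes were put only into miRNAs of higher mean signal, and each miRNA was drawn independently of the others. These shares therefore do not hold for miRNAs of low signal, such as miR-342-5p, or where miRNAs vary together between mice.

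Depth was read from the values. Where the low values of a library were multiples of a step, at a share of at least 0.98, the step was taken as the value of 1 read and reads were recovered by division. In the other libraries, values were taken as reads. Tests on reads were planned, but recovering reads in this way was chosen after the values were seen. The value of 1 read was 8.55 to 416 in 6 libraries of low depth. In the shallowest of these, control replicate 5 of week 1 of reinfection, 240 miRNAs were listed at 0, so changes of low miRNAs cannot be resolved there. On these reads, edgeR (version 4.0.16) was run as an exact test and as a robust quasi-likelihood test, and DESeq2 (version 1.42.0) as a Wald test.

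In all, 22 lists of miRNAs were set for cell types and tissues (leukocyte, myeloid and macrophage, lymphocyte, erythroid, smooth muscle, striated muscle, columnar epithelium, squamous epithelium, motile cilia, ovary, fibroblast and fibrosis, endothelium, brain, liver), for the NF-kB response and for families and clusters (miR-17-92, miR-15/16, let-7 5p, let-7 3p, Dlk1-Dio3, miR-322, miR-378). Several share members. The tables of the paper had been read when the lists were set. Lists with at least 3 measured members were tested by camera with a preset correlation of 0.01, and also with an estimated correlation and by fry, adjusted over the lists of a comparison. The miRNAs named are the 10 with the smallest adjusted p at an FDR of 0.05 in each comparison (all if fewer, and the 3 with the smallest p if none), those of Tables 2 and 3 and of the results text, and members of a list that is described. The values in Tables 2 and 3 were seen before this rule was written. Names of miRNAs in described lists and among those shared between infection types that lie outside the rule were chosen after their values were seen.

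Alternatives were a pseudocount of 0.1, a minimum of 10 in every library, scaling to library totals only, RLE factors, the replicate number as a block, the 3 tests on recovered reads, and leaving out each mouse in turn. Array quality weights, leaving out the 6 libraries of low depth, a quasi-likelihood test of edgeR without the robust option and 1 value per mouse and list were added after the data were seen. The choice of group means tested for outlying mice, and the rule by which lists were singled out, were also made after values were seen. Fold changes were compared between weeks and infection types over miRNAs by 1e+05 permutations and by 100 random regroupings of the mice. Hairpin positions are those of GRCm38. Histology and predicted pathways were not analysed here.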

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

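The tests of blood, of smooth muscle and of libraries of low depth were chosen after the results they measure were seen, as was the choice of group means searched for outlying mice.

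In single mice, the signal lay far from that of the other mice of the group. For miR-378b these were 4309 in infected replicate 1 of week 8 of single infection (others 89 to 817), 64 in control replicate 3 of the same week (34 to 39), 2910 in control replicate 5 of week 1 of reinfection (206 to 759) and 6372 in infected replicate 4 of week 8 of reinfection (143 to 709). Others were miR-3470b with 90 in control replicate 4 of week 2 of single infection (6 to 18), miR-151-5p with 4528 in control replicate 5 of week 4 of single infection (396 to 1031), miR-205-5p with 228 in control replicate 2 of week 2 of reinfection (32 to 55), miR-342-5p with 2 in control replicate 1 of the same week (1 in each other, where ties of rounded values leave the test without meaning), miR-339-5p with 309 in infected replicate 2 of week 4 of reinfection (219 to 244) and miR-106a-5p with 102 in infected replicate 5 of week 1 of reinfection (0 to 7). With that one included, these are 10 of 27 groups tested, and chance gives about 1 in 20 groups, or 1.35. The values 64 and 102 are those of 1 read in libraries of low depth.

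The change of miR-378b differed between weeks 1 and 8, by 4.72 after single infection and by 7.28 after reinfection on the log2 scale, with exact permutation p of 0.0155 and 9.1e-04. Reads shared with miR-378a, whose hairpin shares a run of 19 bases with that of miR-378b, would make both rise and fall together across mice. The Pearson r of the deviations of miR-378b and miR-378a-3p from the group means was -0.054 over 74 libraries. This argues against a steady share of reads from miR-378a, but not against a share that varies between libraries. The hairpin of miR-378c shares a run of 19 bases with that of miR-378b too, and reads shared with miR-378c were not tested. A single library as the whole source is also argued against, since the lowest difference without 1 mouse was 0.778 of that with all mice. What stays open is a change with the time after infection, which may be biological, or a shift of several libraries at once. Leaving out all libraries of low depth together, an alternative chosen after the data were seen, kept the sign of the reinfection difference. Its p from the exact permutation test stayed under 0.05. Other shifts of several libraries were not tested. Chance stays open as well, since the paper singled out miR-378b for this change in the same mice and the p do not allow for that choice.

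In week 4 of reinfection, lists that the paper does not discuss were higher in the mice labelled infected, with adjusted p by camera of 3.6e-07 for leukocyte miRNAs, 1.0e-06 for the miR-17-92 clusters and 3.0e-04 for the miR-15/16 family. With an estimated correlation, these were 0.105 for leukocyte miRNAs, which ends that call, and 0.0424 for the other 2 lists. The lists were set after Tables 2 and 3, from the same mice, had been read. Of the 86 changes there, 13, 9 and 6 are of members of these lists, so the tests are not independent of the tables. Leukocyte miRNAs were also higher in week 2 (adjusted p = 0.00649 by camera, and 0.521 with an estimated correlation), but not in infected replicate 4. More blood left in the tissue would raise erythroid miRNAs, but their mean was -0.63 in week 2 (standard error over members, not mice, 0.297), against 1.25 for leukocyte miRNAs. Per mouse, relative to all miRNAs, it was -0.62 to 0.17 in infected and -0.0028 to 0.87 in control mice of that week. This argues against blood as the source in week 2. In week 4, erythroid miRNAs were higher too, at 0.43, so blood stays open there. Less smooth muscle alone would raise columnar epithelium miRNAs as well, but their mean was -0.43 in week 4 (standard error 0.067, again over members, which are not independent). Smooth muscle miRNAs were lower too in week 4, with a mean of -0.29 (standard error over 4 members 0.086). Both tissues could make up less of the sample, so the epithelium value cannot decide, and less smooth muscle stays open. More white blood cells in the tissue may be the source, a hypothesis found and tested on the same data, and a change of these miRNAs within cells stays open.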

How the results depend on the processing

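Array quality weights, leaving out the libraries of low depth and the quasi-likelihood test without the robust option were chosen after the data were seen. Of 122 changes of named miRNAs and lists, RLE factors left 122 on the same side of the threshold, a pseudocount of 0.1 left 120, library totals only 100 (19 gained a call and 3 lost it) and a minimum of 10 left 57 of 58. The replicate block left 90 of 98 (7 gained a call), the robust quasi-likelihood test 76 of 98 (21 gained), DESeq2 48 of 97 (48 gained) and the exact test 41 of 98 (56 gained). Having no filter changes nothing, since the filter removed no miRNA, and alternatives for fold changes alone were not run. A minimum of 10 gave no value for the change of miR-378b. Where no reason is given below, the cause was not tested.

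Calls depend on the test. The exact test on recovered reads called 1 miRNA in week 2 and 12 in week 8 of single infection and 5, 37 and 9 in weeks 1, 2 and 4 of reinfection. DESeq2 called 1, 9, 3, 34 and 14 in these weeks. The robust quasi-likelihood test called 1 in week 8 of single infection and 4, 16 and 6 in weeks 1, 2 and 4 of reinfection, and without the robust option it called 1, 4 and 16 in the first 3 of these. With array quality weights, limma called 6 and 18 in weeks 4 and 8 of single infection and 13, 47 and 11 in weeks 1, 2 and 4 of reinfection. Without the libraries of low depth it called 3 in week 1 of reinfection. A pseudocount of 0.1 and a minimum of 10 each gave 1 in week 8 of single infection. In week 2 of reinfection, a minimum of 10 gave 0 (fewer miRNAs tested), library totals only 28 and the replicate block 10. In week 4, library totals only gave 0. The overlap of both infection types was 33 at an unadjusted p under 0.05, 6 by the exact test, 4 by DESeq2 and 6 with array quality weights.

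Single miRNAs that changed sign were miR-690 in week 8 of single infection (-0.34, and 0.32 with a pseudocount of 0.1) and miR-106a-5p in week 1 of reinfection (0.24). The latter was -1.78 by the exact test, -1.36 by DESeq2, -1.80 by either quasi-likelihood test, -1.74 with array quality weights and -1.83 without the libraries of low depth. The change of miR-378b after single infection moved to 7.57 by DESeq2 and 7.78 by the robust quasi-likelihood test.

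Between infection types, the rho of week 2 was -0.136 by DESeq2 and -0.125 by the robust quasi-likelihood test, and that of week 8 was 0.0912 with a pseudocount of 0.1 and -0.296 without the libraries of low depth, where it reversed. Between weeks 4 and 8 of single infection it was -0.0705 with a pseudocount of 0.1. Between weeks 1 and 2 of reinfection it was 0.187 by DESeq2, 0.279 by the robust quasi-likelihood test and 0.373 without the libraries of low depth. Between weeks 1 and 4 of reinfection it reversed, to 0.0498, 0.0545 and 0.150 in the same order. Between weeks 1 and 8 of reinfection it was -0.180 with a minimum of 10.

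With an estimated correlation, camera called 0 lists in each comparison but week 4 of reinfection, where it called 2. Without the libraries of low depth it called 0 in week 8 of reinfection.

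Leaving out 1 mouse gave 0 to 1 miRNAs in week 8 of single infection (1 without infected replicate 1), 0 to 35 in week 2 of reinfection and 0 to 8 in week 4, and 0 in the other comparisons. In week 2 it was 0 without control replicate 2 or 3 or infected replicate 1, 1 without control replicate 1 or 4, 27 without infected replicate 5 and 35 without infected replicate 4. In week 4 it was 0 without control replicate 3, 4 or 5 or infected replicate 5, 1 without control replicate 1 or infected replicate 2 and 8 without infected replicate 1. The change of miR-378b ranged from 3.67 to 5.72 after single infection and from 6.11 to 8.11 after reinfection. miR-690 ranged from -1.39 to 0.22 and miR-106a-5p in week 1 of reinfection from -0.73 to 0.94. The mean of a list relative to the other miRNAs changed sign for leukocyte miRNAs in weeks 1 (-0.29 to 0.14) and 8 (-0.37 to 0.0401) of single infection, the miR-17-92 clusters in week 1 of single infection (-0.0928 to 0.15) and of reinfection (-0.13 to 0.36) and the miR-15/16 family in weeks 2 (-0.0284 to 0.30) and 4 (-0.12 to 0.14) of single infection.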

Differences from the paper's values

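Array quality weights were chosen after seeing the values, and the other alternatives named here were set before the data were examined, except that the tests on reads were run on reads recovered in a way chosen after seeing the values. The paper gives the changes in Tables 2 and 3 with signs opposite to these values, so values are given here as control minus infected where they are set beside the paper's. On that scale, 85 of 86 had the sign of the paper, at a median distance of 0.251, against 0.0108 for the exact test on recovered reads and 0.0396 for DESeq2.

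For miR-106a-5p in week 1 of reinfection, the paper's log fold change is 1.86 and the value here is -0.24, with a large standard error of 1.44. It had the paper's sign by the exact test (1.78), DESeq2 (1.36) and the robust quasi-likelihood test (1.80). The sign was opposite with a pseudocount of 0.1 (-0.78), library totals only (-0.28), RLE factors (-0.36) and the replicate block (-0.24). A minimum of 10 gave no value.

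At an FDR of 0.05, the paper's counts for weeks 1, 2, 4 and 8 of single infection are 1, 1, 4 and 15, and limma called 0 in each. The exact test came within 1.5 times the paper's count in week 2 (1) and week 8 (12), and DESeq2 in week 2 (1). Apart from array quality weights, given below, the other alternatives did not, and for weeks 1 and 4 none did. For reinfection, the paper's counts are 12, 42, 10 and 1, and limma called 0, 2, 3 and 0. In week 2, library totals only (28), the exact test (37), DESeq2 (34) and limma without infected replicate 4 (35) came within 1.5 times, and in week 4 the exact test (9), DESeq2 (14) and limma without infected replicate 1 (8). Again apart from array quality weights, for weeks 1 and 8 none did, and elsewhere the other alternatives did not. Over all weeks, the paper's total for single infection is 21, against 0 here, 13 by the exact test and 10 by DESeq2, which remain apart. Its total for reinfection is 65 in Table 3 and 66 in the text, against 5 here, and the exact test and DESeq2 (51 each) came within 1.5 times. Array quality weights, chosen after seeing the values, came within 1.5 times the paper's count with 6 and 18 in weeks 4 and 8 of single infection and 13, 47 and 11 in weeks 1, 2 and 4 of reinfection (24 and 71 over all weeks), calling 10 of the paper's 21 and 43 of its 65.

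The paper counts 10 miRNAs common to single infection and reinfection, and limma gave 0. The alternatives gave 33 at an unadjusted p under 0.05, 0 at an FDR of 0.01, 0 in the same direction, 6 by the exact test and 4 by DESeq2, and none came within 1.5 times.

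In direction, the paper has more miRNAs down than up after infection. Under the labels, 56 of its 86 changes were higher and 30 lower in infected mice. It has miR-378b up in week 1 and down in week 8, against -1.69 and 3.02 after single infection and -4.61 and 2.67 after reinfection. It has miR-3470b as the miRNA most raised after single infection and miR-205-5p as the most lowered after reinfection, against -2.27 and 4.60. Among the 21 changes after single infection, the ends of the range by limma were miR-450a-5p (-3.45) and miR-128-3p (3.51, and 1.76 without control replicate 3). By the log2 ratio of the group means, chosen after seeing the values, they were miR-3470b (-2.94) and miR-378b (4.66), as in the paper with the signs changed. For reinfection, miR-205-5p and miR-378b were at the ends of the range here as well. The paper has the most changed miRNAs after reinfection in weeks 1 and 2, against weeks 2 and 4 here, with 2 and 3 at the FDR and 100 and 50 at an unadjusted p under 0.05. Its highest number after single infection is in week 8, as here at an unadjusted p under 0.05 (43).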

Other observations

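The counts over regroupings were set beforehand, and the comparison of tests by libraries of low depth was chosen after the result was seen.

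Beyond the lists described at the claims, lists not called by camera in any comparison were squamous epithelium (lowest adjusted p 0.309), motile cilia (0.0567), the miR-322 cluster (0.0515), the miR-378 family (0.125) and brain (0.368). In week 4 of reinfection, myeloid and macrophage miRNAs (4 of 4 higher, adjusted p = 0.00312 by camera, and 0.20 with an estimated correlation) and lymphocyte miRNAs (3 of 3 higher, 0.0201, and 0.20) were called, both of them parts of the leukocyte list. Ovary, endothelium and liver had too few measured members for a test.

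Other groupings of the same mice were counted, with the real one included. For miRNAs at an FDR of 0.05, a count as large was given by 100 of 100 groupings in each week of single infection and in week 1 of reinfection, where the real count is 0, and by 35 of 35 in week 8 of reinfection (real 0, highest other 0). The highest other counts were 39, 90, 105 and 1 for single infection and 49 for week 1 of reinfection. In week 2 of reinfection it was 6 of 100 (real 2, highest other 34), so chance is not excluded. In week 4 it was 2 of 100 (real 3, highest other 3). That is few, but these counts were not adjusted over the comparisons, so chance is not excluded there either. Groupings that call 34 to 105 miRNAs, many times the real count, point to a structure of the samples, which was not tested.

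For miRNAs at an unadjusted p under 0.05, a count as large was given in weeks 1, 2, 4 and 8 of single infection by 26 (real 21, highest other 103), 95 (2, 155), 33 (18, 152) and 5 (43, 79) of 100 groupings, and chance is not excluded. After reinfection it was 18 (26, 81) in week 1 and 18 of 35 (9, 68) in week 8, where chance is not excluded. It was 2 (100, 113) in week 2 and 3 (50, 73) in week 4. These are few, but without adjustment over the comparisons they do not exclude chance.

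For lists called by camera, it was 27 (real 3, highest other 6), 47 (3, 6), 26 (3, 6) and 39 (2, 5) of 100 after single infection, and 31 (2, 5), 22 (5, 12) and 9 (8, 9) of 100 and 11 of 35 (2, 5) after reinfection. Chance is not excluded for the number of lists in any comparison.

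In week 2 of reinfection, limma called 2 miRNAs and the exact test 37. No reads could be recovered in that comparison, so the exact test took the signals as reads. Whether this adds to its calls was not tested. Libraries of low depth are argued against as the reason, since that comparison holds 0 of them. That the exact test calls more at any grouping may be part of it: in 10.1% of the other groupings it called 5 or more (median 0, highest 43). What share of the 37 this covers stays open.

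The signs of the paper and of the deposited labels are opposite for 85 of 86 changes. Under the labels, leukocyte miRNAs are higher in the mice labelled infected in weeks 2 and 4 of reinfection, and with the paper's signs they are lower. The paper's histology, not analysed here, runs the way of the labels, with neutrophils around the uterine glands of infected mice in week 1 of reinfection and many lymphocytes in weeks 2 and 4. In Fig. 4, the mice labelled infected carry the letter C and those labelled control the letter X, with the same mouse numbers. The paper also describes qPCR of miR-378b and miR-142-5p in infected and control mice after single infection (Additional file 1: Figure S7), whose direction was not used here. These facts do not settle the direction.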
